# POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis

**DOI:** 10.1038/s42003-023-05374-0

**Published:** 2023-09-29

**Authors:** Kentaro Nakashima, Yuya Kunisaki, Kentaro Hosokawa, Kazuhito Gotoh, Hisayuki Yao, Ryosuke Yuta, Yuichiro Semba, Jumpei Nogami, Yoshikane Kikushige, Patrick S. Stumpf, Ben D. MacArthur, Dongchon Kang, Koichi Akashi, Shouichi Ohga, Fumio Arai

**Keywords:** Mesenchymal stem cells, Bone development

## Abstract

Protection of telomeres 1a (POT1a) is a telomere binding protein. A decrease of POT1a is related to myeloid-skewed haematopoiesis with ageing, suggesting that protection of telomeres is essential to sustain multi-potency. Since mesenchymal stem cells (MSCs) are a constituent of the hematopoietic niche in bone marrow, their dysfunction is associated with haematopoietic failure. However, the importance of telomere protection in MSCs has yet to be elucidated. Here, we show that genetic deletion of POT1a in MSCs leads to intracellular accumulation of fatty acids and excessive ROS and DNA damage, resulting in impaired osteogenic-differentiation. Furthermore, MSC-specific POT1a deficient mice exhibited skeletal retardation due to reduction of IL-7 producing bone lining osteoblasts. Single-cell gene expression profiling of bone marrow from POT1a deficient mice revealed that B-lymphopoiesis was selectively impaired. These results demonstrate that bone marrow microenvironments composed of POT1a deficient MSCs fail to support B-lymphopoiesis, which may underpin age-related myeloid-bias in haematopoiesis.

## Abstract (web summary)

POT1a is crucial for osteogenic-differentiation from mesenchymal stem cells (MSCs), and the ability to support B-lymphopoiesis is diminished in bone marrow microenvironments with POT1a deletion in MSCs

## Introduction

Telomeres are chromosomal 3′-terminal structures consisting of specific tandem repeats, 5′-TTAGGG −3′ that protect chromosomes from DNA degradation. Shelterin is a protein complex composed of six subunit proteins, TRF1, TRF2, TIN2, TPP1, RAP1 and Protection of telomere 1 (POT1), which maintains telomere length and genomic integrity^1,2^. The shelterin complex is also reported to exhibit a DNA remodelling activity by recruiting DNA-repair factors to change the structure of telomeric DNA, thereby protecting chromosome ends^3^. POT1 is a protein that binds to a single-stranded TTAGGG repeat through its direct interaction with TPP1. There are two POT1 orthologs, POT1a and POT1b in the mouse genome, which have different functions in telomeres: POT1a represses DNA damage signals, and POT1b regulates the amount of single-stranded DNA at the telomere terminus, respectively^4,5^. Previous studies with genetic mouse models report that POT1a deficient mice exhibit early embryonic lethality, whereas POT1b deficiency exhibits a dyskeratosis congenita-like phenotype only in a telomerase-haploinsufficient background, suggesting that POT1a is functionally dominant in development^5,6^.

We previously reported that POT1a prevents hematopoietic stem cells (HSCs) from being skewed to myeloid commitment, which occurs during ageing, by protecting HSCs from DNA damage responses (DDRs) and reactive oxygen species (ROS) at telomeres^7^, suggesting that protection of telomeres is important for stem cells to sustain their self-renewal and multi-lineage differentiation potential for life.

Mesenchymal stem cells and multipotent stromal cells (MSCs) are characterised by their ability to self-renew and differentiate into osteogenic-, chondrogenic- and adipogenic- lineages. Cells exhibiting an MSC activity reside in bone marrow (BM) in human and mice. Upon injury, bone marrow MSCs contribute to the regeneration of bone, cartilage and fat tissue through proliferation and differentiation and exhibit anti-inflammatory effects by secreting cytokines^8^. Although human MSCs share the characteristics with murine ones, they are isolated with some unique surface markers other than the orthologs. In addition, human MSCs have been elucidated to play roles in various pathologies due to their predisposition to engraft in xenograft mouse models^9–11^. MSCs are a heterogeneous subset of stromal stem cells that can be isolated from many tissues. Some of the subpopulations of MSCs can be isolated from BM using a panel of surface markers. In BM, MSCs have been shown to line the vascular endothelium and form a local microenvironment referred to as the *niche*, which supports haematopoiesis including the maintenance of HSCs that can produce all mature blood cell lineages^12^. In the mouse BM of Nestin-GFP transgenic mice, where GFP is expressed under the control of the endogenous Nestin promoter, all of the MSCs’ differentiation capacity is found in Nestin-GFP^+^ cells, ~98% of which are marked by NG2-cre^13,14^.

BM microenvironments are remodelled with ageing, which can be triggered by the loss of β3 adrenergic receptor signalling caused by a reduced number of adrenergic nerves associated arterioles in BM^15,16^. In the age-remodelled BM, MSCs show alteration that reduced production of niche factors that support HSC maintenance, increased adipogenesis and reduced osteogenesis which contribute to a myeloid skewed phenotype of HSCs in aged marrow^17^. Several studies show that microenvironments composed of aged MSCs associate with leukemia development^18^. However, whether cell intrinsic ageing of MSCs affects their function to support normal and pathogenic haematopoiesis, or as a source of tissue regeneration, remains unknown.

In this study, we investigate the influence of telomere dysfunction in BM MSCs in vitro and in vivo via genetic deletion of POT1a. We show that POT1a is crucial for osteogenic-differentiation from MSCs, and we find that the ability to support B-lymphopoiesis is diminished in BM microenvironments composed of MSCs with POT1a deletion.

## Results

### POT1a deletion in MSCs leads to impaired osteogenic-lineage differentiation

BM microenvironments are remodelled with ageing, which is closely related to a decline of haematopoiesis and development of blood and immune disorders. The function of MSCs in HSC niches is reported to decline with ageing. First, to evaluate age-related changes to the differentiation potential of BM MSCs, we analysed the expression of genes associated with osteogenic-, adipogenic- and chondrogenic- differentiation in the BM PDGFRα^+^ CD51^+^ MSCs, which mark human Nestin^+^ sphere-forming MSCs capable of hematopoietic progenitor cell expansion, sorted from 8-10 weeks old adult and ~120 weeks old aged mice^19^. The aged mice exhibited significantly lower expression of genes associated with osteogenic differentiation compared to adult mice (Fig. 1a). As alteration of the length and function of telomeres are associated with a decline of cellular and metabolic homeostasis in the processes of ageing, we compared the length of telomeres and the expression of molecules essential for protection of telomeres in the MSCs from adult and aged mice. Although the length of telomeres was comparable, POT1a was significantly decreased in the aged MSCs (Fig. 1b, c). Moreover, we have performed experiments, in which MSCs were transfected with a retroviral vector to overexpress POT1a in culture. The rescue with POT1a in MSCs isolated from the old mice has restored the expression of genes related to osteogenesis, such as *Alpl*, *Col1a1*, and *Opn*, suggesting the importance of POT1a for MSCs to sustain multi-potency (Fig. 1a).

**Fig. 1:**
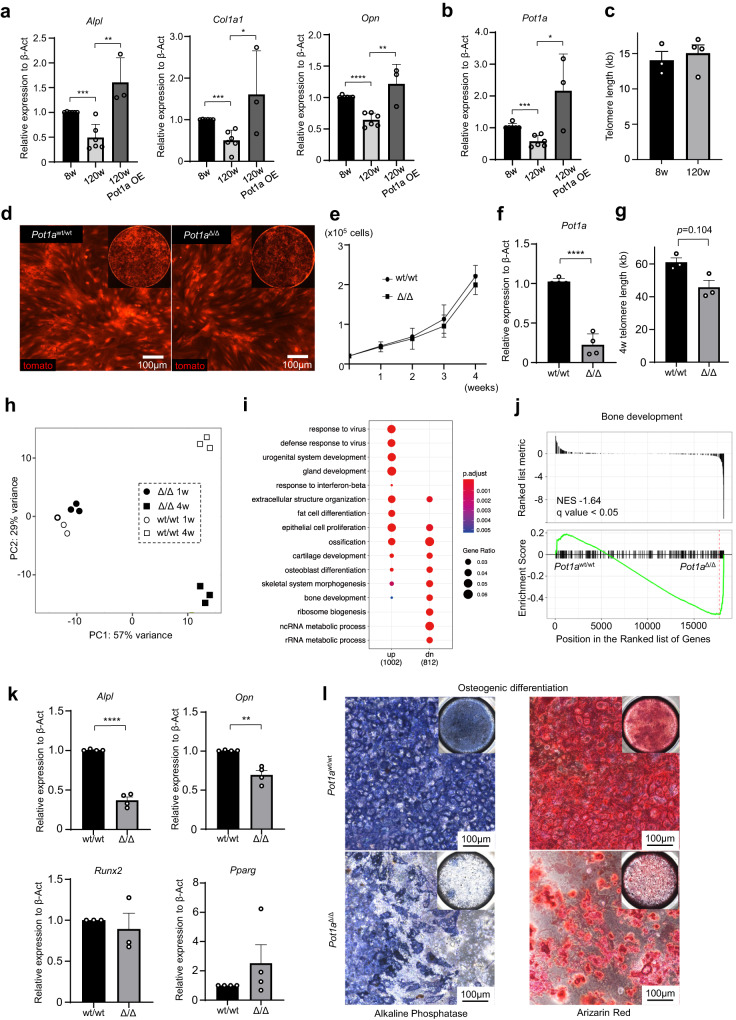
POT1a deletion in MSCs leads to impaired osteogenic-lineage differentiation. **a**, **b** Expression of genes associated with osteogenic-differentiation (**a**) and POT1a (**b**) in BM MSCs sorted from 8–10 weeks and ~120 weeks old mice (*n* = 6 mice per group). 120w POT1a OE; MSCs from old mice were transfected with a retroviral vector to overexpress POT1a in culture (*n* = 3 mice per group). **c** Telomere length in BM MSCs sorted from 8–10 weeks old adult and ~120 weeks old aged mice (n = 3 mice per group). **d**–**g** Analyses of cultured MSCs isolated from Pot1a^w/w^ or Pot1a^flox/flox^ crossed with flox-stop-flox tdTomato mice. Representative images (**d**), cell proliferation (**e**; *n* = 3 mice per group), expression of POT1a (**f**; *n* = 4 mice per group) and telomere length (**g**; representative data of 3 independent experiments) after deletion of POT1a induced by administration of Cre recombinant vesicles in vitro. **h**–**j** RNA-sequencing analyses of MSCs, in which POT1a was deleted in vitro (*n* = 3 mice per group). **h** Principal component analysis of RNA-sequencing data, 1 and 4 weeks after deletion of POT1a in vitro. **i** Pathways significantly influenced 4 weeks after POT1a deletion, as assessed by GSEA. **j** Most of the genes included in the term “bone development” were down-regulated in POT1a deleted MSCs. **k** qPCR analyses of the genes related to osteogenic- and adipogenic- lineages in MSCs with POT1a deleted in vitro (*n* = 3 mice per group). **l** Representative images of osteocyte differentiation from MSCs with POT1a deleted in vitro. *p < 0.05, **p < 0.01, ***p < 0.001.

These data prompted us to investigate roles of POT1a in BM MSCs. To this end, we performed assays with BM PDGFRα^+^ CD51^+^ MSCs isolated from Pot1a^flox/flox^/flox-stop-flox tdTomato mice, in which deletion of POT1a can be induced by administration of Cre recombinant vesicles in vitro, denoted Pot1a^Δ/Δ^ MSCs (Fig. 1d and Supplementary Fig. 1a). Genetic deletion of POT1a was confirmed to give a significant reduction (~90%) of mRNA, yet no significant effect on the telomere length or proliferation of the MSCs was observed (Fig. 1d–g and Supplementary Fig. 1b). 

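RNA was sequenced from cultured BM MSCs in 4 groups of 3 libraries each, given in the paper as n = 3 mice per group. The cells were flushed from the femurs and tibiae of mice that were Pot1a w/w (wt/wt) or Pot1a fl/fl and carried a flox-stop-flox tdTomato cassette, a reporter that is read only after Cre has removed a stop sequence. CD51+/PDGFRα+ cells were exposed for 12 h to vesicles that carry Cre, at 10 µL per well, and the tdTomato+ cells were sorted 48 h later. Cells were collected at week 1 (day 19) and at week 4 (day 40), and the libraries of Pot1a fl/fl cells treated with Cre are labelled Δ/Δ. The labels give an age of 4 to 6 months for the mice of all 12 libraries. They number the replicates, and neither they nor the paper say which libraries share a mouse or a day. Full-length cDNA was made with a kit that keeps no record of the strand. The authors aligned the reads to the mouse genome with HISAT2 2.0.4 and counted them per gene with featureCounts 1.6.3, and the values used are these whole-number counts for 24421 gene symbols. A count includes reads from every exon of a gene, and reads shared by close paralogs cannot be told apart. At week 1 the wt/wt libraries held 26406407 to 32507056 counts (median 26881028) and the libraries labelled Δ/Δ held 16497756 to 33353069 (median 18222595). At week 4 the ranges were 12807832 to 28642685 (median 22594856) and 20372063 to 90717232 (median 27957951). The 13169 genes with enough counts for edgeR's filterByExpr were scaled by TMM and fitted together for the 4 groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes were read in lists fixed before the data were examined. Each list was compared with all other genes by camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the residuals.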

To examine comprehensively the effects of POT1a deficiency on MSC functions, we performed RNA-sequencing analyses of the Pot1a^Δ/Δ^ MSCs in vitro. 

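Pot1a, the gene targeted by Cre, was not lower in the libraries labelled Δ/Δ. It lies on chromosome 6 of GRCm38.p6 from 25743940 to 25809277 and had 34.9 ± 1.51 CPM (counts scaled by TMM to a common library size) in the wt/wt libraries and 34.5 ± 3.41 in those labelled Δ/Δ at week 1 (SD, n = 3 libraries each). At week 4 it had 34.9 ± 2.54 CPM in the wt/wt libraries and 45.6 ± 2.62 CPM in those labelled Δ/Δ. The log2 fold change was -0.02 (standard error 0.11, adjusted p = 0.987) at week 1 and 0.39 (standard error 0.11, adjusted p = 0.0298) at week 4. Exact two-sided permutation tests gave p = 1 at week 1 and p = 0.1 at week 4, the smallest p that 3 libraries against 3 allow. At week 1 the lower bound of the 95% interval was 83.9% of the wt/wt level, at 514 to 1153 counts per library. At week 4 the call was lost when only the 6 libraries compared were fitted (adjusted p = 0.164). It was also lost with the replicate number as a block (adjusted p = 0.0551) and with no filter on low counts (adjusted p = 0.0673). Without wt/wt replicate 2 or 3 it was lost as well (adjusted p = 0.0973 and 0.0924). The same held without replicate 1 or 2 labelled Δ/Δ (adjusted p = 0.108 and 0.0901). The paper's qPCR (Fig. 1f) and gel (Supplementary Fig. 1b) run the other way, with lower Pot1a mRNA and a deletion band, and the tdTomato reporter has no row in the count table. A count covers every exon of Pot1a, and the paper does not name the exons between the loxP sites, so RNA that lacks only those exons would still be counted and level counts do not show that the gene is whole. Each direction given for the deletion follows the labels. Alpl and Spp1 (Opn), which the paper's qPCR gives as lower in deleted cells, were lower at week 4 in the libraries labelled Δ/Δ too, at -0.98 and -0.72 on the log2 scale, the call of Spp1 being lost under 4 alternatives. At week 1 they had 0.46 (adjusted p = 0.0939) and -0.52 (adjusted p = 0.327).

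**Figure D1:**
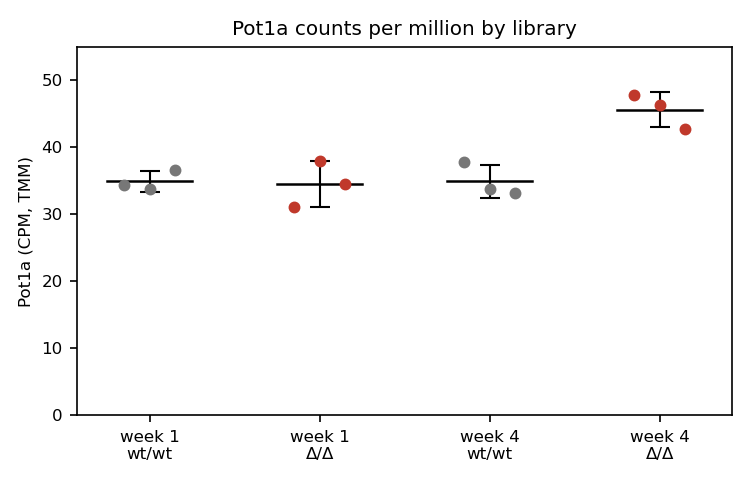
Pot1a in CPM (axis from 0) in each cultured library, with points for single libraries and bars for the mean ± SD of the 3 libraries of a group. The groups overlap at week 1, and at week 4 the libraries labelled Δ/Δ lie above the wt/wt libraries.

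At week 4, 1211 genes were higher and 851 were lower in the libraries labelled Δ/Δ, of which 637 and 386 differed by at least 2-fold. Among well-expressed genes with large rises at week 4 were Angpt2, an angiopoietin, Eng, a co-receptor for TGF-β, and Aspn, a small proteoglycan of the matrix. Angpt2 had 31.9 ± 6.03 CPM in the wt/wt libraries and 372 ± 25.4 CPM in those labelled Δ/Δ (SD, n = 3 each), a log2 fold change of 3.55 (standard error 0.16, adjusted p = 1.37e-07). The log2 fold changes of Eng and Aspn were 4.20 (standard error 0.21, adjusted p = 2.63e-07) and 4.84 (standard error 0.35, adjusted p = 1.91e-06). Among those with large falls, Panx3, a channel protein of bone and cartilage cells, had a log2 fold change of -3.67 (standard error 0.20, adjusted p = 3.66e-07). Serpinb2, an inhibitor of plasminogen activators, had -4.75 (standard error 0.39, adjusted p = 5.09e-06), and Ano1, a chloride channel, had -3.41 (standard error 0.17, adjusted p = 2.63e-07). At week 1, 99 genes were higher and 35 were lower. Pam, an enzyme that amidates peptide hormones and 1 of 13 genes on chromosome 1 that moved the same way at both weeks, had a log2 fold change of -2.12 (standard error 0.13, adjusted p = 8.97e-06) at week 1. Gdf10, a member of the TGF-β family, had 2.13 (standard error 0.23, adjusted p = 9.82e-04), and Fap, a protease of activated fibroblasts, had -1.20 (standard error 0.13, adjusted p = 9.82e-04). In a principal component analysis of the 500 most variable genes, the first component held 54.3% of the variance and parted the weeks, and within each week it parted the genotypes. Its scores were -30.6 to -28.5 in wt/wt and -23.2 to -20.2 with the label Δ/Δ at week 1, and 30.8 to 34.7 and 17.4 to 18.4 at week 4. The second held 28.8%, with scores of 27.5 to 32.0 in the libraries labelled Δ/Δ and -23.2 to -21.9 in the wt/wt libraries at week 4, while those of week 1 overlapped, at -3.35 to -1.59 and -7.90 to -1.63. The week 4 total of 2062 genes was 1267 with only the 6 libraries compared, and the week 1 total of 134 was 453 with DESeq2, 237 with only its 6 libraries and 49 without the replicate 3 labelled Δ/Δ.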

MSCs with POT1a deletion exhibited distinct gene expression profiles compared to POT1a wildtype, 4 weeks after Cre administration (Fig. 1h, i). Gene set enrichment analysis (GSEA) of the differentially expressed genes revealed that several pathways related to bone development were significantly affected (Fig. 1j and Supplementary Fig. 1c). 

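Genes of bone formation were lower on balance in the libraries labelled Δ/Δ at week 4, a direction that follows the labels, since Pot1a itself was not lower. Of the 62 genes measured, 25 fell, 9 rose and 28 did not pass the test (26 lower and 13 higher when adjusted over the list alone). Those that fell include genes of mature osteoblasts. Ibsp, bone sialoprotein, had a log2 fold change of -3.34 (standard error 0.38, adjusted p = 6.34e-05), and Dmp1, a matrix protein of osteocytes, had -3.32 (standard error 0.37, adjusted p = 5.05e-05). Bglap, which encodes osteocalcin, had 9.15 ± 0.987 CPM in the wt/wt libraries and 0.514 ± 0.354 CPM in those labelled Δ/Δ (SD, n = 3 each), a log2 fold change of -4.17 (standard error 0.35, adjusted p = 5.59e-06). Its neighbours Bglap2 and Bglap3, whose reads may be shared with it, had -3.47 (adjusted p = 4.96e-06) and -3.63 (adjusted p = 9.25e-07). Ifitm5, a membrane protein of osteoblasts, had -7.94 (standard error 0.67, adjusted p = 6.24e-06) with 4 counts in all in the libraries labelled Δ/Δ. Alpl, the alkaline phosphatase of mineralizing cells on chromosome 4 from 137741731 to 137796384, had 3274 ± 315 CPM in the wt/wt libraries and 1655 ± 210.0 CPM in those labelled Δ/Δ, a log2 fold change of -0.98 (standard error 0.12, adjusted p = 1.15e-04). Col1a1, the main collagen of bone, had -1.40 (standard error 0.34, adjusted p = 0.0135), and Spp1, osteopontin, had -0.72 (standard error 0.21, adjusted p = 0.0347). Runx2, the transcription factor that commits cells to the osteoblast lineage, had a log2 fold change of -0.09 (standard error 0.25, adjusted p = 0.874) and was not called. Among the genes that rose were Bmp6, a bone morphogenetic protein, at 2.38 (adjusted p = 2.25e-05) and Tnfsf11, which encodes RANKL, at 2.07 (adjusted p = 3.51e-04). The whole list had a median log2 fold change of -0.31 (adjusted p = 3.41e-08 from camera, and adjusted p = 0.0831 with an estimated correlation), and its median was -0.52 without wt/wt replicate 1 and -0.18 without wt/wt replicate 2. The call of Col1a1 was lost without wt/wt replicate 2 or 3 of week 4, that of Spp1 without wt/wt replicate 1 or replicate 2 or 3 labelled Δ/Δ, and both with only the 6 libraries compared. At week 1, 3 genes of the list were higher, none was lower and 59 did not pass the test (9 higher when adjusted over the list alone), and the list pointed upward there, with a median log2 fold change of 0.16 (adjusted p = 0.00265 from camera, and adjusted p = 0.269 with an estimated correlation). Without wt/wt replicate 2 or 3 or any library labelled Δ/Δ, 1 gene was called at week 1. From the enrichment of these pathways, together with qPCR and differentiation cultures, the paper concludes that POT1a is needed for osteogenic differentiation.

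**Figure D2:**
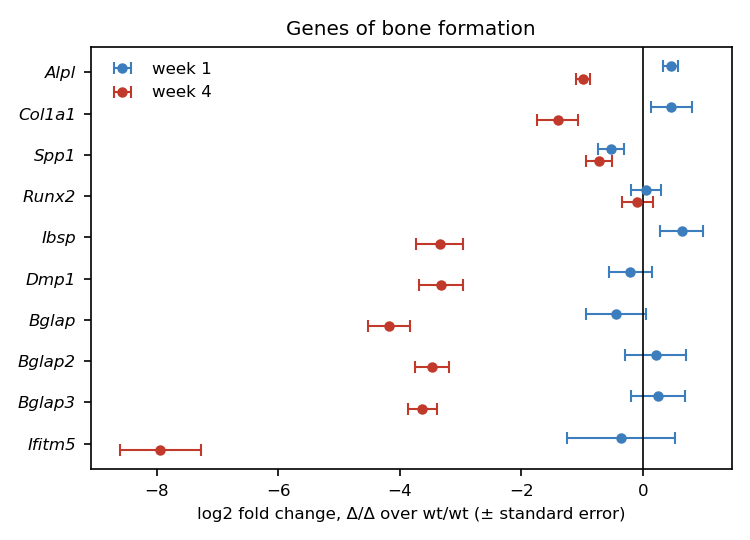
Log2 fold change of the libraries labelled Δ/Δ over wt/wt for 10 genes of bone formation at week 1 (blue) and week 4 (red), with points for the estimate and bars for the standard error from edgeR. At week 4 the genes from Ibsp to Ifitm5 lie below Alpl, Col1a1 and Spp1, and Runx2 lies near 0.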

Quantitative PCR (qPCR) analyses of the MSCs after POT1a deletion showed significant decreases in expression of genes associated with osteogenic- (*Alpl*, and *Opn*) differentiation while expression of genes associated with chondro- (*Sox9*) and adipo- (*Pparγ*) differentiation were not significantly affected. Expression of most of the genes encoding factors to support HSC activity (HSC niche-related) (*CXCL12, KitL, Vcam1* and *Angpt1*) and multipotency (*Nanog* and *Sox2*) were not significantly reduced. These results suggest that reduced multi-potency may be the primary effect of POT1a deletion (Fig. 1k and Supplementary Fig. 1d–f). To confirm these results, we performed in vitro differentiation assays, in which MSCs with and without POT1a deletion were cultured in osteogenic, adipogenic and chondrogenic differentiation media, respectively. POT1a-deficient MSCs failed to differentiate into osteocytes and chondrocytes efficiently, while adipocyte differentiation was comparable to POT1a wildtype (Fig. 1l and Supplementary Fig. 1g). These results indicate that POT1a is essential for BM MSCs to maintain osteogenic differentiation potential.

### POT1a deficiency induces intracellular fatty acid accumulation in MSCs

Previous studies reported that a peroxisome proliferator-activated receptor (PPAR) axis also has a critical role in lipid metabolism, promoting free fatty acid uptake and triacylglycerol accumulation in HSCs^20^. Therefore, we investigated metabolic pathways affected by POT1a deletion in MSCs cultured in vitro. 

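Several genes of fat storage and fatty acid uptake were higher at week 4 in the libraries labelled Δ/Δ, in which Pot1a was not lower. Pparg, the nuclear receptor that drives adipocyte differentiation, had 67.6 ± 8.98 CPM in the wt/wt libraries and 135 ± 1.62 CPM in those labelled Δ/Δ (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.10, adjusted p = 2.70e-05). Lpl, the lipase that frees fatty acids from lipoproteins, on chromosome 8 from 68880555 to 68906932, had 2.23 (standard error 0.17, adjusted p = 2.28e-06). Adipoq, the adipocyte hormone adiponectin, had 2.26 (standard error 0.34, adjusted p = 5.23e-04), and Aqp7, a glycerol channel, had 2.11 (standard error 0.28, adjusted p = 2.05e-04). Cd36, a receptor for fatty acids on chromosome 5 from 17781690 to 17888959, had 4.57 ± 0.896 CPM in the wt/wt libraries and 11.5 ± 3.91 CPM in those labelled Δ/Δ, a log2 fold change of 1.30 (standard error 0.40, adjusted p = 0.0466). Of 52 measured genes of a PPAR signalling list, 16 rose, 2 fell and 34 did not pass the test (16 higher and 3 lower when adjusted over the list alone). This list had a median log2 fold change of 0.10 (adjusted p = 0.0105 from camera, and adjusted p = 0.217 with an estimated correlation). Of the 19 genes of Fig. 2b and its source data, 15 rose and none fell (16 higher when adjusted over the list alone), with a median log2 fold change of 1.05 (adjusted p = 1.36e-10 from camera, and adjusted p = 0.0831 with an estimated correlation). The paper takes those genes from KEGG and does not say how they were chosen, and its heat map shows these same libraries. They include Fabp4, a fatty acid carrier of adipocytes, at 1.13 (adjusted p = 0.0214) and Plin1, a coat protein of lipid droplets, at 1.62 (adjusted p = 0.0274). Acsl1 had 0.31 (adjusted p = 0.277), Acsl6 0.53 (adjusted p = 0.36), Olr1 1.14 (adjusted p = 0.211) and Slc27a6 1.48 (adjusted p = 0.161), and none of these was called. The call of Cd36 was lost with at least 10 counts required in every library, with the replicate number as a block, with the counts thinned at random to the lowest depth, and without each week 4 library in turn except the replicate 3 labelled Δ/Δ. Those of Plin1 and Fabp4 were lost without replicate 2 labelled Δ/Δ, without replicate 1 labelled Δ/Δ or wt/wt replicate 3 for Plin1, and without wt/wt replicate 1 for Fabp4.

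**Figure D3:**
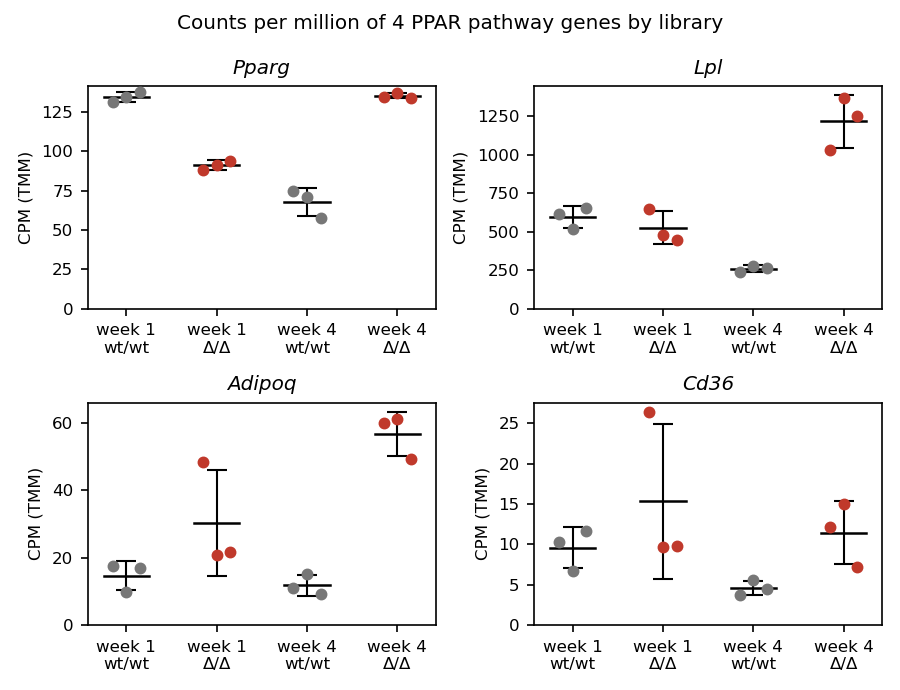
CPM (linear axes from 0) of Pparg, Lpl, Adipoq and Cd36 in each cultured library, with points for single libraries and bars for the mean ± SD of the 3 libraries of a group. At week 4 the means labelled Δ/Δ lie above those of wt/wt for all 4 genes, while for Pparg and Lpl the order at week 1 is the opposite.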

Genes associated with the PPAR signalling pathway (including *Cd36*, whose gene product acts as a scavenger receptor essential for the uptake of fatty acids) were up-regulated 4 weeks after Cre administration (Fig. 2a, b and Supplementary Fig. 2a–c), suggesting that POT1a plays an important role in the lipid metabolism of MSCs.

**Fig. 2:**
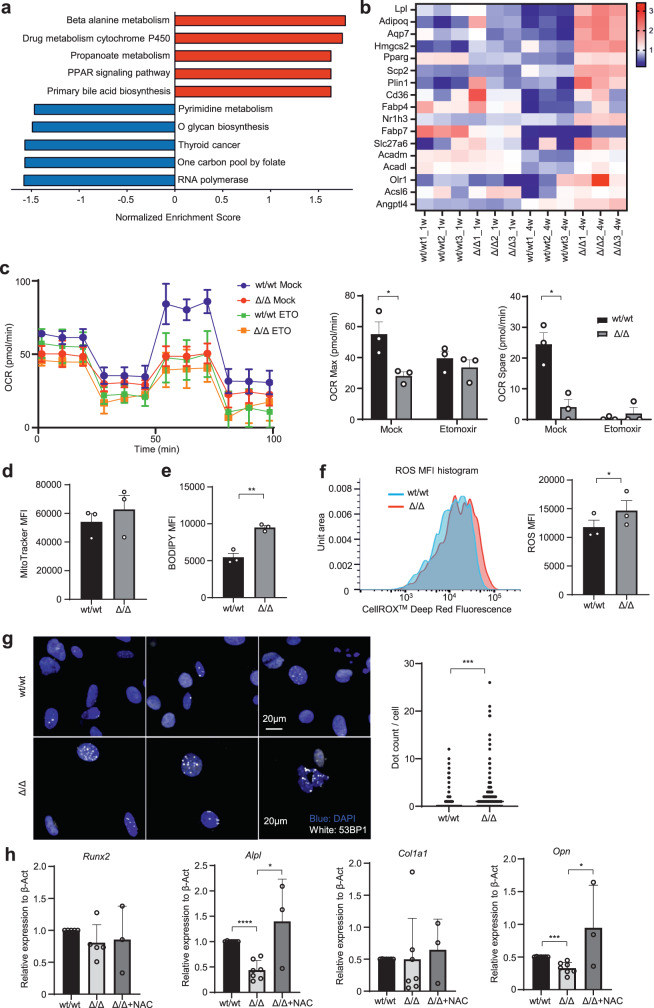
POT1a deficiency induces intracellular fatty acid accumulation in MSCs. **a**, **b** Gene expression differences from RNA-sequencing analysis one and 4 weeks after deletion of POT1a in vitro. **a** Pathways related to cell metabolism from the KEGG database. **b** Heatmaps of expression of genes associated with the peroxisome proliferator-activated receptor (PPAR) pathway in the KEGG database 1 and 4 weeks after deletion of POT1a. **c** Measurements of the OCR in POT1a deleted MSCs, cultured with or without Etomoxir by XF-24 extracellular flux analyser. Real-time OCRs were determined during sequential treatments with oligomycin (an ATP synthase inhibitor), FCCP, and antimycin-A/rotenone. Representative data from three independent experiments is shown. **d** FACS analysis of amounts of mitochondria detected with MitoTracker™ DeepRed. Representative data of three independent experiments is shown. **e** Quantification by FACS of intracellular fatty acid accumulation labelled with green fluorogenic BODIPY. Representative data of three independent experiments is shown. **f** Measurements of reactive oxygen species (ROS) in POT1a deleted MSCs by flow cytometry. ROS was detected with CellROX. Representative histogram and quantification of the mean fluorescence intensity is shown. **g** Immunocytochemical staining of DDR measured as foci stained with 53BP1 in MSCs with POT1a deleted in vitro. Three hundred of cells per group were analysed and the numbers of the foci were plotted. **h** Expression of genes associated with osteogenic differentiation in MSCs with POT1a deleted in vitro cultured supplemented with or without NAC (*n* = 3 mice per group). *p < 0.05, **p < 0.01, ***p < 0.001.

Fatty acid oxidation (FAO) is a process that produces fatty acyl-CoA essential for mitochondrial oxidative phosphorylation (OXPHOS). Hence, we measured the oxygen consumption rate (OCR) in MSCs as an indicator of OXPHOS using an XF-24 extracellular flux analyser. The maximal respiration and spare respiratory capacities in POT1a-deleted MSCs were significantly lower than those of controls, while the amounts of intracellular mitochondria were comparable, when quantified using MitoTracker (Fig. 2c, d). The differences in the maximal and spare respiratory capacities were not prominent under treatment with Etomoxir, an inhibitor of fatty acid oxidation via negative control of Carnitine palmitoyl transferase 1a (Cpt1a), suggesting that FAO in mitochondria was inhibited upon POT1a deletion in MSCs (Fig. 2c). 

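Genes of fatty acid β-oxidation were measured in the cultured libraries at week 4, where the direction follows labels that Pot1a itself did not. Echs1, which hydrates the shortened acyl chain, had a log2 fold change of 0.55 (standard error 0.10, adjusted p = 0.00249) in the libraries labelled Δ/Δ. The acyl-CoA dehydrogenases Acad11 and Acad12 had 0.53 (adjusted p = 0.0105) and 0.57 (adjusted p = 0.014), and Acad10 had 0.46 (adjusted p = 0.047). Acaa2, the thiolase of mitochondria, had 0.01 (standard error 0.13, adjusted p = 0.988) and was not called. Of the 8 genes drawn in Supplementary Fig. 2c that could be tested, 4 rose and none fell, with the same number when adjusted over the list alone and 1 to 4 without 1 library, the 1 without replicate 3 labelled Δ/Δ. These genes had a median log2 fold change of 0.37 (adjusted p = 0.0407 from camera, and adjusted p = 0.351 with an estimated correlation). The paper takes them from KEGG and does not say how they were chosen, and its heat map shows these same libraries. In a wider list of 40 measured genes of fatty acid oxidation, 10 rose, none fell and 30 did not pass the test (also 10 higher when adjusted over the list alone). The list as a whole was not called, with a median log2 fold change of 0.06 (adjusted p = 0.101 from camera, and adjusted p = 0.665 with an estimated correlation). Its median was 0.19 without wt/wt replicate 1, 0.022 without wt/wt replicate 2, -0.0060 without wt/wt replicate 3 and 0.039 without replicate 1 labelled Δ/Δ. Cpt1a and Cpt2, which carry fatty acids into mitochondria, had log2 fold changes of 0.28 (adjusted p = 0.289) and 0.15 (adjusted p = 0.53). Hadh, the dehydrogenase that follows Echs1, had 0.21 (adjusted p = 0.243). Among the genes of the wider list that rose were Acot1, a thioesterase, at 1.52 (adjusted p = 0.00334) and Acaa1b, a thiolase of peroxisomes, at 1.24 (adjusted p = 0.00218). Of 72 nuclear genes of the respiratory chain, none rose and 1 fell (none when adjusted over the list alone), with a median log2 fold change of -0.07 (adjusted p = 0.15 from camera, and adjusted p = 0.791 with an estimated correlation). That median ran from -0.14 without replicate 3 to -0.00071 without replicate 2 labelled Δ/Δ. The calls of Acad10, Acad11 and Acad12 were each lost under some alternatives, Acad10 with only the 6 libraries compared among them, and that of Acot1 with the counts thinned at random to the lowest depth.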

We also observed an accumulation of significantly more lipid droplets in Pot1a^Δ/Δ^ MSCs compared to controls (as quantified by green fluorogenic BODIPY), which occurred presumably as a consequence of decreased FAO (Fig. 2e), although the expression of genes related to β-oxidation was not decreased (Supplementary Fig. 2c).

We previously reported that treatment with exogenous POT1a protein can inhibit excessive ROS in aged HSCs^7^. To trace the consequences of intracellular fatty acid accumulation, we analysed the production of reactive ROS and DDRs. ROS production in POT1a-deleted MSCs was significantly higher (Fig. 2f). Moreover, DDR, measured as the number of DNA foci that stained positive for 53BP1 (a protein that binds to chromatin at DNA double-strand break sites in the nuclei) was more prominently observed in the POT1a-deleted MSCs than controls (Fig. 2g). These results imply that POT1a is essential for mitochondrial energy production through the β oxidative pathway in BM MSCs and that accumulation of intracellular fatty acids by POT1a deficiency causes overproduction of ROS. To investigate that increased production of ROS is responsible for impaired osteogenic-lineage differentiation, we performed the rescue experiments using an anti-oxidative agent, N-acetyl cysteine (NAC). Supplemented with NAC in culture media, the expression of genes related to osteogenesis, *Alpl* and *Opn*, was partially restored, suggesting ROS and consequent DNA damage at least in part contribute to the impaired osteoblast differentiation in POT1a deleted MSCs (Fig. 2h). These findings indicate that POT1a-deficient MSCs lose osteogenic differentiation potency through ROS production.

### POT1a-deficiency in NG2 positive cells causes impaired skeletal development

To evaluate functions of POT1a in BM MSCs in vivo, we crossed Pot1a^fl/fl^ mice with a NG2-cre strain (hereafter NG2-cre/Pot1a^fl/fl^) that targets all pericytes in the whole body and marks ~96% of Nestin-GFP positive MSCs in BM^14,16^. NG2-cre/Pot1^fl/fl^ mice exhibited disproportional growth retardation—body sizes relative to brains were prominently smaller compared to littermates (Fig. 3a–d) and became moribund by 4 weeks after birth, suggesting severe skeletal retardation in the NG2-cre/Pot1^fl/fl^ mice.

**Fig. 3:**
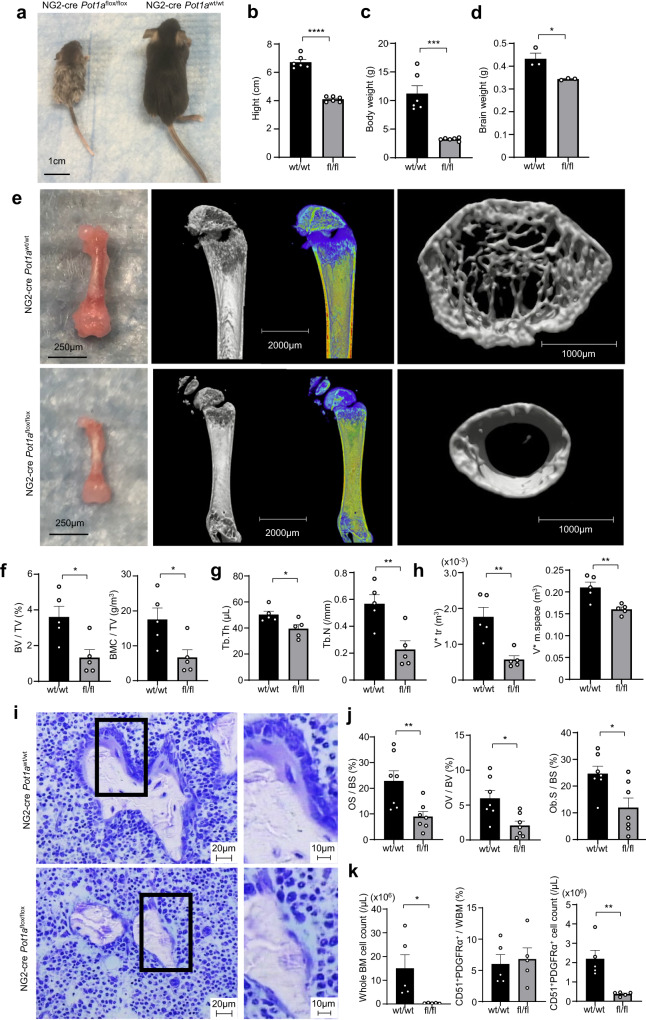
MSC-targeted POT1a deficient mice exhibit impaired skeletal development. **a** Representative appearance of NG2-cre/Pot1a^fl/fl^ mice. **b**–**d** Quantification of heights (**b**), body weights (**c**) and brain weights (**d**) of the NG2-cre/Pot1a^fl/fl^ mice compared to littermate controls. (*n* = 6 mice per group). **e** Micro CT analyses of bones. **f**–**h** Comparisons of the measured parameters: bone volume (BV)/tissue volume (TV); bone mineral content (BMC)/TV; thickness (Tb.Th); number (Tb.N); volume of the trabeculae (V*Tr) and BM (V* m.space) (*n* = 5 mice per group). **i** Morphological measurements of bone sections stained with toluidine blue. **j** Comparisons of the measured parameters: osteoid surface/bone surface (OS/BS); osteoid volume/bone volume (OV/BV) and osteoblast surface/bone surface (Ob.S/BS) (*n* = 7 mice per group). **k** Quantification of numbers per femur of whole BM cells and frequencies and numbers per femur of PDGFRα^+^CD51^+^ MSCs in the BM of NG2-cre/Pot1a^fl/fl^ mice (*n* = 3 mice per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To further characterise skeletal integrity, we performed morphological measurements of the bones with micro computed tomography (micro CT) scans and microscopic imaging of bone sections. Micro CT analyses of femurs showed that development of the bones in metaphysis and trabeculae was impaired, although the membranous bones in epiphysis were still formed (Fig. 3e). Measured parameters, such as bone volume (BV) and bone mineral content (BMC), were significantly lower in NG2-cre/Pot1a^fl/fl^ mice compared to control mice while no difference in the bone mineral density (BMD) was observed (Fig. 3f and Supplementary Fig. 3a). The numbers (Tb.N), thickness (Tb.Th) and volumes of the trabeculae (V*Tr) and BM (V*m.space) were significantly reduced in the femurs of NG2-cre/Pot1a^fl/fl^ mice, while no difference in the trabecular separation (Tb.Sp) and trabecular spacing (Tb.Spac) was observed (Fig. 3g, h and Supplementary Fig. 3b).

We then evaluated bone morphology of the tibiae within sections stained with toluidine blue and found a significant decrease of cubic or conical osteoblasts along with thin osteoid in the NG2-cre/Pot1a^fl/fl^ mice compared to control mice (Fig. 3i). Morphological analyses of the bone sections with toluidine blue staining showed that all of the parameters, osteoid surface per bone surface (OS/BS), osteoid volume per bone volume (OV/BV) and osteoblast surface per bone surface (Ob.S/BS), were significantly decreased in NG2-cre/Pot1a^fl/fl^ mice, whereas eroded surface per bone volume (ES/BV), osteoclast surface per bone surface (Oc.S/BS) and osteoclast number per bone surface (N.Oc/BS) were not affected (Fig. 3j and Supplementary Fig. 3c), confirming the presence of impaired skeletal development. The proportion of putative PDGFRα^+^ CD51^+^ MSCs in the BM cells of NG2-cre/Pot1a^fl/fl^ mice was increased, suggesting that presence of POT1a influences osteogenic- differentiation rather than maintenance of an MSC population (Fig. 3k and Supplementary Fig. 3d).

### BM microenvironments composed of POT1a-deleted MSCs impair B-cell development

Since both bones and stroma cells, which are derived from MSCs, compose microenvironments for haematopoiesis in BM^21^, we investigated whether the skeletal retardation observed in NG2-cre/Pot1a^fl/fl^ mice also affected haematopoiesis. The total number of BM cells and the size of secondary hematopoietic organs, liver and spleen, were reduced in the NG2-cre/Pot1a^fl/fl^ mice (Fig. 3k and Supplementary Fig. 4a–c). To examine haematopoiesis further we used single-cell RNA sequencing (DropSeq)^22,23^. Cluster analysis of the gene expression profiles obtained from whole BM cells revealed the presence of 15 cell subgroups (Fig. 4a). We compared the relative sizes of these subpopulations between the NG2-cre/Pot1a^fl/fl^ and control mice and found a significant reduction in cells of the B-cell lineage in NG2-cre/Pot1a^fl/fl^ marrow (Fig. 4a, b). Cell subpopulations associated with B-cell differentiation from hematopoietic stem/progenitor cells (HSPCs) were identified according to the expression of established marker genes (Fig. 4c and Supplementary Fig. 4d). The reduction in relative cell numbers in the NG2-cre/Pot1a^fl/fl^ mice was observed evenly across all stages of B-cell development, suggesting that B-cell differentiation was affected at from immature stages onwards (Fig. 4c).

**Fig. 4:**
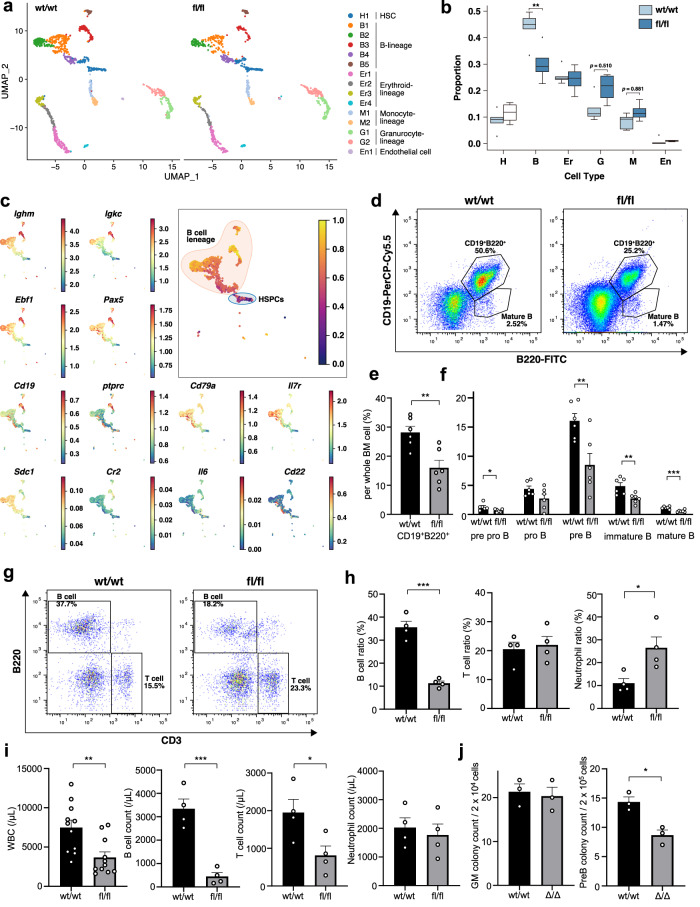
BM microenvironments composed of POT1a-deleted MSCs impair B-lymphopoiesis. **a**, **b** Two-dimensional representation (UMAP) of single-cell RNA sequencing data (DropSeq) from unselected BM cells in NG2-cre/Pot1a^fl/fl^ or wildtype mice. Cells were divided into 15 clusters using Louvain clustering, based on individual gene expression profiles (*n* = 3 mice per group). **c** Pseudotime analysis for B-cell differentiation (top right) and expression heatmaps of genes related to the B-cell lineage (left and bottom right). **d**–**f** FACS analysis of B-cell committed progenitors in the NG2-cre/Pot1a^fl/fl^ marrow. Representative FACS plots (**d**), and quantification **e**, **f** (*n* = 4 mice per group). **g**–**j** Analysis of the peripheral blood from NG2-cre/Pot1a^fl/fl^ mice. **g**, **h** FACS analysis of the subpopulations in the WBCs. Representative FACS plots and quantification of their frequencies (*n* = 4 mice per group) area shown. **i** Absolute counts of WBCs (*n* = 11 mice per group) and subpopulations measured by FACS (*n* = 4 mice per group). **j** Numbers of colonies formed from the NG2-cre/Pot1a^fl/fl^ marrow cells cultured in the media for CFU-GM, and CFU-PreB, respectively (*n* = 3 mice per group). *p < 0.05, **p < 0.01, ***p < 0.001.

To further determine which stages of hematopoietic differentiation were influenced, we independently analysed the frequency of HSPCs in the BM of NG2-cre/Pot1a^fl/fl^ mice by flow cytometry (Supplementary Fig. 4e, f). The frequencies of CD150^+^CD48^-^ HSCs were comparable to controls and the preservation of HSC activity was confirmed with competitive repopulation assays (Supplementary Fig. 4e, g, h). We also examined the frequencies of more committed progenitors including a common lymphoid progenitor (CLP) and found no significant differences between the NG2-cre/Pot1a^fl/fl^ and control marrow (Supplementary Fig. 4f). We then examined series of progenitors over the course of B-cell development in the BM by flow cytometry and found that B-lymphopoiesis was predominantly impaired at the early stage after pre/pro B cells emerged (Fig. 4d–f and Supplementary Fig. 4i). In the peripheral blood, counts of white blood cells (WBC), especially B lymphocytes rather than T cells or myeloid cells, significantly decreased whereas no significant difference was observed in haemoglobin and platelet levels in the NG2-cre/Pot1a^fl/fl^ mice, confirming the presence of selective defects of B lymphopoiesis (Fig. 4g–i and Supplementary Fig. 4j). To confirm these results, we performed CFU assays. The BM cells from the NG2-cre/Pot1a^fl/fl^ mice gave rise to smaller sizes of CFU-PreB colonies and their numbers were significantly reduced compared to the controls whereas CFU-GM colonies were comparably observed. (Fig. 4j and Supplementary Fig. 4k).

### POT1a deficiency in MSCs impacts bone growth

To further trace the POT1a deleted MSCs in vivo, we generated an NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mouse line. The tdTomato signals were observed exclusively in the CD45^-^TER119^-^CD31^-^PDGFRα^+^CD51^+^ subpopulation of the whole BM (Fig. 5a and Supplementary Fig. 5a). The frequencies of tdTomato^+^ cells were no different between the NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ and control groups although their absolute numbers were significantly lower than in controls (Fig. 5b, c). Through image analysis of the bone and BM from the NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice, tdTomato^+^ cells were found to be distributed in the growth plates, endosteum and throughout the BM space (Fig. 5d). The alignment of the growth plates and the bone lining cells appeared to be disturbed, indicating that the findings observed in the bone sections (Fig. 3i) are likely attributed to defects in differentiation potential of POT1a-deficient MSCs.

**Fig. 5:**
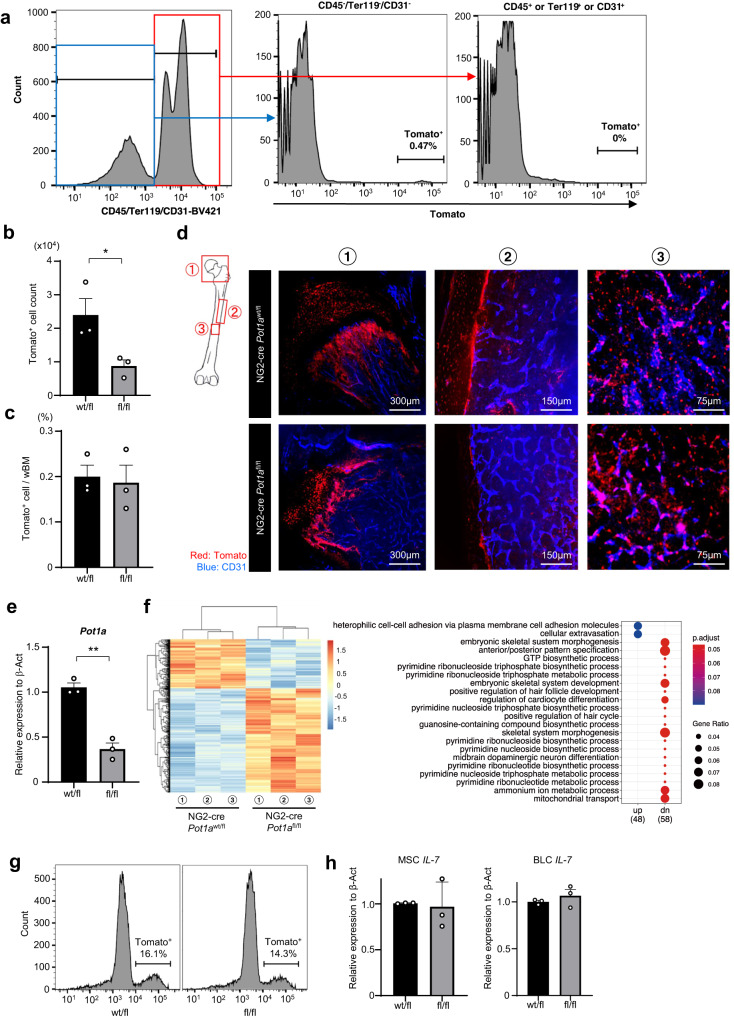
POT1a deficiency in BM MSCs has impacts on bone growth. Analyses of the BM from NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice. **a** FACS plots of tdTomato positive cells in the CD45^-^TER119^-^CD31^-^ population from whole BM**. b**, **c** Numbers and frequencies of tdTomato^+^ cells in whole BM (*n* = 3 mice per group). **d** Whole-mount images of epiphysis (1), diaphysis (2) and marrow cavity (3) of the femur. Endothelial cells are stained with anti-CD31 antibody i.v. **e** qPCR analysis of POT1a expression in tdTomato^+^ cells in the BM (*n* = 4 mice per group). **f** RNA-sequencing analysis of sorted tdTomato^+^ cells from the BM of NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice. The heat map shows differentially expressed genes and significantly enriched pathways by GSEA (*n* = 3 mice per group). **g**, **h** qPCR analyses of IL-7 related to B-cell development in tdTomato^+^ cells sorted from the BM of NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice. The tdTomato^+^ cells isolated from the BM cells and the bones were analysed separately as MSCs and bone lining cells (BLCs, namely ostaoblasts) (*n* = 3 mice per group). *p < 0.05, **p < 0.01.

To characterise POT1a-deleted MSC-derived cells in vivo, we sorted the tdTomato^+^ cells in the BM digested from NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice, at the age of 2 weeks and performed RNA-sequencing analyses. 

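RNA was sequenced from tdTomato+ cells sorted from the digested BM of mice aged 2 weeks that carry NG2-cre, which is active in perivascular and other stromal cells, with 3 libraries in each of 2 groups (n = 3 mice per group in the paper). The sample titles read Pot1a wt/Δ for the controls and Pot1aΔ/Δ for the other group, and the controls are wt/fl in the paper. The groups are called wt/fl and labelled fl/fl here. The genotype field of the labels gives fl/fl for all 6 libraries, so the groups follow the sample titles and the paper. The wt/fl libraries held 28918757 to 49992698 counts (median 43779557) and the libraries labelled fl/fl held 33495994 to 45107171 (median 43844559). The counts were made by the authors as for the cultured cells. The 14605 genes that passed the filter were fitted on their own with edgeR's quasi-likelihood test and had a biological coefficient of variation of 37.4%, against 17.5% in the cultured libraries. Simulated changes were used to see what the test can find. That step held 14288 genes and not the 14605 tested here, so its shares are a guide only. The test recovered 12 of 100 genes changed by 2-fold and 83 of 100 genes changed by 4-fold. Transcripts of other cell types were present in all 6 libraries although the gate excludes CD45+, TER119+ and CD31+ cells. The summed CPM of endothelial markers was 4283 to 5680.0, that of neutrophil markers 2633 to 5221 and that of macrophage markers 1622 to 3638. Markers of megakaryocytes, the cells that make platelets, summed to 1779 CPM in wt/fl replicate 2 and 924 CPM in replicate 3 labelled fl/fl, against 18.2 to 28.9 in the other libraries. Y-linked genes were expressed in wt/fl replicates 1 and 3 and not in the others, while the libraries labelled fl/fl and wt/fl replicate 2 expressed Xist, the RNA that silences an X chromosome in females.

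**Figure D4:**
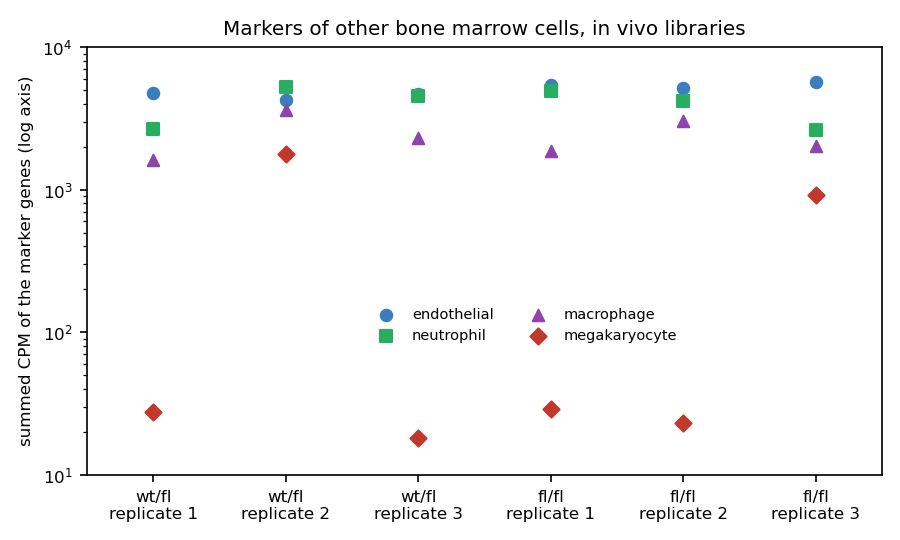
Summed CPM (log axis) of marker genes of endothelial cells, neutrophils, macrophages and megakaryocytes in each of the 6 libraries of tdTomato+ cells, 1 point per library. The megakaryocyte markers of wt/fl replicate 2 and of replicate 3 labelled fl/fl lie far above those of the other 4 libraries.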

The expression of POT1a was reduced in tdTomato^+^ MSCs (Fig. 5e) and GSEA confirmed that several pathways related to bone differentiation and development were down-regulated in tdTomato^+^ cells (Fig. 5f). Together, these results indicate that osteo-differentiation in BM MSCs is suppressed by POT1a deficiency that leads to impaired skeletal development in vivo.

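Pot1a RNA in tdTomato+ cells had 30.4 ± 3.71 CPM in the wt/fl libraries and 27.0 ± 6.77 CPM in those labelled fl/fl (SD, n = 3 each). The log2 fold change was -0.17 (standard error 0.24, adjusted p = 0.824), and an exact two-sided permutation test gave p = 0.7, where 0.1 is the smallest that 3 libraries against 3 allow. The lower bound of its 95% interval was 60.8% of the wt/fl level, at 852 to 1465 counts per library. These counts too cover every exon of the gene. The paper's qPCR (Fig. 5e) has a lower level in these mice, so the libraries keep the group names given above. Of the 63 measured genes of bone formation none passed the test in either direction (1 lower when adjusted over the list alone). Col1a1 had a log2 fold change of -0.47 (standard error 0.52, adjusted p = 0.778), its partner chain Col1a2 had 0.11 (standard error 0.42, adjusted p = 0.949) and Sparc, osteonectin, had -0.40 (standard error 0.52, adjusted p = 0.815). Alpl had 0.08 (standard error 0.26, adjusted p = 0.935), Runx2 -0.18 (standard error 0.24, adjusted p = 0.82) and Spp1 -0.24 (standard error 0.41, adjusted p = 0.87). The bone formation list had a median log2 fold change of -0.07 (adjusted p = 0.457 from camera, and adjusted p = 0.79 with an estimated correlation), and the p with the preset correlation was 0.0408 without wt/fl replicate 1 (median -0.19). The median was 0.055 without wt/fl replicate 2, and 0.11 (adjusted p = 0.862) with the libraries rich in megakaryocyte markers left out, a choice made after the data were seen. It was -0.24 with the presence of Y-linked transcripts as a covariate. That fit was also chosen later and leaves 1 control library to compare with. Of 26 Hox genes, which pattern the body axis and limbs, none passed (1 lower when adjusted over the list alone). Hoxa10 had -0.29 (adjusted p = 0.694) and Hoxa5 had -0.26 (adjusted p = 0.859), and the list had a median log2 fold change of -0.28 (adjusted p = 0.128 from camera, and adjusted p = 0.741 with an estimated correlation). The Hox list was called with at least 10 counts in every library (adjusted p = 0.0310), without wt/fl replicate 3 (adjusted p = 0.0275) and without replicate 3 labelled fl/fl (adjusted p = 0.0243), and its median was -0.084 without wt/fl replicate 1. Among 48 genes of skeletal patterning none passed, nor did any when adjusted over the list alone. Sfrp1, an inhibitor of Wnt signals, had 0.29 (adjusted p = 0.808) and Tbx2, a transcription factor of limb growth, had 0.32 (adjusted p = 0.441). This list had a median log2 fold change of 0.10 (adjusted p = 0.457 from camera, and adjusted p = 0.79 with an estimated correlation), and was called upward without wt/fl replicate 1 (adjusted p = 0.0356, median 0.27), while its median was -0.017 without wt/fl replicate 3 and -0.055 without replicate 1 labelled fl/fl.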

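No gene of the 14605 tested in tdTomato+ cells passed the threshold in edgeR's quasi-likelihood test between the libraries labelled fl/fl and the wt/fl libraries. The smallest adjusted p was 0.240, and 1792 genes had an unadjusted p under 0.05 where chance alone would give about 730.2. DESeq2 called 126 genes higher and 291 lower. The groups did not overlap for 20.5% of genes, against 10% by chance. Genes of the chondrocyte lineage were read beside those of bone. Sox9, the master regulator of cartilage, had a log2 fold change of 0.15 (standard error 0.32, adjusted p = 0.898) and Col10a1, the collagen of hypertrophic chondrocytes, had -1.54 (standard error 2.18, adjusted p = 0.834). The 27 measured cartilage genes gave no call (0 lower and 0 higher when adjusted over the list alone), with a median log2 fold change of -0.13 (adjusted p = 0.815 from camera, and adjusted p = 0.972 with an estimated correlation). The cartilage median was 0.31 without wt/fl replicate 2, a library rich in megakaryocyte markers, and -0.23 to -0.046 without any other library. Of 40 adipocyte genes none passed (1 lower when adjusted over the list alone), with a median log2 fold change of -0.35 (adjusted p = 0.0982 from camera, and adjusted p = 0.79 with an estimated correlation). The adipocyte median was 0.071 without wt/fl replicate 1, -0.54 without wt/fl replicate 2 and -0.52 without wt/fl replicate 3. Pparg had 0.08 (adjusted p = 0.915), Lpl had -0.15 (adjusted p = 0.947) and Adipoq had -0.38 (adjusted p = 0.83). Endothelial genes, which the CD31 gate should leave out, were higher on balance, with 3 of 18 higher when adjusted over the list alone and none past the test over all genes. The endothelial list had a median log2 fold change of 0.43 (adjusted p = 5.77e-05 from camera, and adjusted p = 0.321 with an estimated correlation), with a median of 0.27 without replicate 3 labelled fl/fl, and Pecam1, which encodes CD31, had 0.62 (adjusted p = 0.242). Changes of 2-fold were mostly out of reach of this test at the spread of these replicates. The paper concludes that POT1a deficiency suppresses osteo-differentiation of BM MSCs. It draws on lower POT1a expression and lower pathways of bone differentiation in these cells. It also gives images of growth plates and bone lining cells that appeared disturbed, micro CT and bone sections, which the counts here do not test.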

To elucidate mechanisms of the impaired B-lymphopoiesis in the BM, we investigated expression of genes related to B-cell development in the BM MSCs and bone lining osteoblasts (BLCs) that are reported to support B lymphopoiesis by producing important factors such as IL-7^24,25^. We sorted MSCs and BLCs from the digested BM and bones of NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice (Fig. 5g) and measured IL-7 expression by qPCR. Expression of IL-7 in the MSCs and BLCs was not significantly affected in NG2-cre/loxp-tdTomato/Pot1a^fl/fl^ mice (Fig. 5h).

In summary, these results suggest that BM microenvironments composed of POT1a deficient MSCs are unable to support B-lymphopoiesis due to reduced number of bone lining osteoblasts.

## Discussion

In this study, we have demonstrated the importance of POT1a in maintaining differentiation potential of MSCs towards the osteogenic-lineages. POT1a deficient MSCs exhibited decreased mitochondrial OXPHOS and intracellular fatty acid accumulation. Previous studies have revealed the association between telomere dysfunction and impaired mitochondrial biogenesis^26^. Telomere dysfunction induces a profound p53-dependent repression of the master regulators of mitochondrial biogenesis, and peroxisome proliferator-activated receptor gamma coactivators (PGC)-1α and PGC-1β, leading to bioenergetic compromise due to impaired OXPHOS and ATP generation^26,27^. Since osteoblast differentiation requires upregulation of mitochondrial OXPHOS in MSCs in order to supply ATP through increased β-catenin acetylation^28^, decreased mitochondrial OXPHOS may contribute in part to the impaired bone development observed in NG2-cre/Pot1a^fl/fl^ mice.

RNA-sequencing analysis revealed that genes associated with the PPAR pathway (including *Cd36*) were up-regulated in POT1a deficient MSCs. Because intracellular uptake of fatty acids is a process that produces fatty acyl-CoA essential for mitochondrial OXPHOS, these results suggest that enhanced PPAR pathway activity under impaired mitochondrial OXPHOS might result in intracellular accumulation of fatty acids and, consequently, excessive ROS production.

Notably, the series of cellular events triggered by POT1a deficiency in MSCs may recapitulate the physiological decline of stem cell function with ageing^29^. POT1a deficiency in MSCs appears to affect differentiation potential rather than cell proliferation, arguing that cell differentiation requires additional metabolic activation while steady cell growth can be achieved with baseline oxygen consumption as reported with HSC differentiation^30,31^. In our experiments, there was no significant effect on POT1a deficient MSCs cellular growth in vitro despite mitochondrial dysfunction and decreased FAO. It is presumed that nucleotide synthesis is compensated by alternative pathways we have not identified in this study.

Previous studies have reported that telomere dysfunction and impaired mitochondrial function are associated with an ageing-related functional decline of the heart^27,32^. Accumulation of fatty acids is also reported to provoke myocardial damage and heart failure in metabolic disorders such as obesity and diabetes^27^. Among the genes involved in the PPAR pathway, PPARγ, which belongs to the nuclear hormone receptor superfamily of ligand-activated transcription factors, is also a key transcription factor for adipogenic differentiation^33^. Previous studies have reported that overexpression of PPARγ2 in cultured fibroblasts promotes adipogenic differentiation^34^ and that a subset of osteoblasts with high PPARγ expression maintain adipocyte differentiation potential^35^. In addition, osteogenic inducers such as bone morphogenetic protein (BMP) and Wnt are known to inhibit PPARγ transactivation during osteogenic-lineage differentiation, while up-regulation of PPARγ inhibits terminal differentiation in the dexamethasone-induced osteogenic differentiation model^36,37^. This competition between the osteogenic and adipogenic differentiation supports the notion that impaired osteogenic- differentiation observed in the POT1a deficient MSCs is attributed, in part, to upregulation of PPARγ.

Genotoxic stresses such as impaired DNA repair and excessive ROS due to telomere attritions induce senescence, apoptosis and mitochondrial dysfunction in stem cells through activation of p53^38^. In HSCs, inactivation of TPP1, another component of the shelterin complex, upregulates transcription of p53-targeting genes and induces cell cycle arrest^39^. A homolog of the mouse POT1a gene, POT1b, also plays a role in protecting the C-strand of telomeres from extensive nucleolytic degradation. Dysfunctional telomeres caused by loss of POT1b in HSCs initiate a p53-dependent DDR and apoptotic response that ultimately results in a progressive decrease in the number of HSCs^40^. In light of these results, our finding that POT1a-deficient MSCs lose their multi-lineage differentiation capacity highlights the importance of telomere protection for their maintenance of osteogenic differentiation potential.

In BM, HSC niches are hosted by stromal cells exhibiting MSC activity^13,14,41–43^ whereas osteoblasts, a progeny of MSCs, are reported to host lymphoid committed progenitors^21^. Several studies report that mature osteoblasts have important roles in supporting B lymphopoiesis at the stages of early transition from HSPCs and late maturation of common lymphoid progenitor to IgM^+^ B cells^44,45^. Mechanistically, osteoblast-derived IL-7 supports the late stage of B cell (but not T cell) development in the BM^25^. Recent studies have revealed that systemic inflammation, for instance, caused by sepsis, reduces the number of IL7-producing osteoblasts, which, in turn, diminishes the production of common lymphoid progenitors from HSCs^24^. Here, we found that the number of bone lining osteoblasts were also reduced in NG2-cre/Pot1a^fl/fl^ mice, suggesting that IL-7 may be insufficient to support B cell development.

Our findings are also of clinical significance, since NG2-cre/Pot1a^fl/fl^ mice exhibit a similar phenotype to dyskeratosis congenita as Tin2 deficient animals, including comparable skeletal defects and hematopoietic failures^46^. A previous report has shown that human BM skeletal stem/progenitor cell defects contribute to BM failure in telomere biology disorders^47^. Telomere dysfunction in BM MSCs may similarly contribute to the pathology of hereditary BM failure syndrome. Our previous study shows that treatment with exogenous POT1a protein can rejuvenate aged mouse HSCs^7^. Therefore, introducing factors essential for telomere protection, such as POT1, may be an important potential therapeutic option for human patients with telomere biology disorders.

## Methods

### Mice

C57BL/6 (B6-Ly5.2) were purchased from CLEA Japan, Inc. Congenic C57BL/6 mice for the Ly5 locus (B6-Ly5.1) were purchased from Sankyo lab. POT1a^fl/fl^ (B6;129-Pot1a^tm1.1Tdl^/J), NG2-cre (B6.FVB-Tg(Cspg4-cre)1Rkl/J) and flox-stop-flox tdTomato (B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J) mice were provided by the Jackson laboratory. The Gene recombination experiment safety committee and animal experiment committee in Kyushu University approved this study. All experiments were carried out in accordance with ARRIVE Guideline and the Guidelines for Animal and Recombinant DNA experiments at Kyushu University.

### Mouse antibodies

The following monoclonal antibodies (Abs) were used for flow cytometry and cell sorting: anti-c-Kit (2B8, BD Biosciences), -Sca-1 (E13-161.7/D7, BioLegend), -CD140a (APA5, BD Biosciences), -CD51 (RMV-7, BIO-RAD), -CD4 (RM4-5, BioLegend), -CD8a (53-6.7, BioLegend), -B220 (RA3-6B2, BioLegend/WAKO), -CD31 (390, BioLegend), -TER-119 (TER-119, BioLegend/BD Biosciences), -Gr-1 (RB6-8C5, BD Biosciences), -Mac-1 (M1/70, BioLegend), -CD48 (HM48-1, BD Biosciences), -CD150 (TC15-12F12.2, BioLegend), -CD19 (6D5, BioLegend), -IgM (MHM-88, BioLegend), -CD43 (S11, BioLegend), -CD45.1 (A20, BD Biosciences), -CD45.2 (104, BD Biosciences), -CD45 (30-F11, BioLegend), -Flt3 (A2F10.1, BD Biosciences), -IL7Rɑ (A7R34, TONBO biosciences), -FcγR (2.4G2, TONBO biosciences), -53BP1 (Novus Biologicals). A biotinylated CD34 (RAM34, Thermo Fisher Scientific) and a fluorochrome labelled streptavidin (BD Biosciences/BioLegend) were used.

### Blood collection and complete blood count analyses

Mice were sacrificed and blood was collected by cardiac puncture. CBC analyses were performed using an automatic blood cell analyser K-4500 (Sysmex).

### Cell preparation and flow cytometry

BM cells were isolated from femurs and tibiae by flushing with PBS without Ca^2+^ and without Mg^2+^ (PBS(−)). Peripheral blood was collected from tail vein. Stained cells were analysed and sorted using a FACS AriaIII (BD Biosciences). Data were analysed with FlowJo software (BD Biosciences).

### Colony forming assay

0.5 × 10^5^ or 1.5 × 10^5^ BM cells were plated per well in the media, MethoCult™ GF M3534 for CFU-GM, and MethoCult™ M3630 for CFU-PreB, respectively. Forming colonies were counted after 7–10 days culture in a 37 °C, 5% CO_2_ incubator.

### Isolation of BM MSCs

BM cells were flushed out from femurs and tibiae with HBSS solution made by dissolving collagenase IV (0.02 g/mouse, Gibco) and Dispase (0.04 g/mouse, Gibco) and digested for 20 min at 37 °C. After haemolysis using ammonium chloride, CD45^−^TER119^−^CD31^−^CD51^+^PDGFRɑ^+^ cells were used as MSCs. For some experiments, MSCs were enriched with a MACS Separator using CD45/Ter119 MicroBeads (Miltenyi Biotec). The flow-through fraction was used as an MSC-enriched population.

### In vitro culture of MSCs

BM cells flushed out from mouse femurs and tibiae were cultured on 6-well-plate for 1 week in MesenCult expansion kit media (STEMCELL technologies). Adherent cells were collected by cell detachment solution Accutase (nacalai tesque) on day 7, CD51^+^/PDGFRɑ^+^ cells were sorted and further cultured on 24-well-plates treated by the vacuum gas plasma for 3 days. Cre Recombinase Gesicles (CLN) were applied at 10 μL/well and exposed for 12 h. After 48 h of culture, tdTomato fluorescently coloured cells were re-sorted. The sorted cells were passaged once per week at 100% confluency and cultured in a 37 °C, 5% O_2_ and 10% CO_2_ incubator for about 4 weeks and used for gene analyses or differentiation experiments. For POT1a overexpression, the Plat-E packaging cell line was transfected with the previously described POT1a overexpression vector^7^ using FuGene HD (Promega). The harvested culture supernatant was concentrated in 10 folds with PEG-it (System Biosciences, LLC) and used for further experiments. The sorted CD51^+^/PDGFRɑ^+^ cells were infected by adding the supernatant containing and cultured for 4 weeks for the analyses. For NAC rescue, NAC was added to media in 10 μg/ml of concentration and the MSCs were cultured in the media for 4 weeks before the analyses.

### In vitro MSC differentiation assay

To evaluate tri-lineage differentiation in vitro, MSCs were cultured by Mouse Mesenchymal Stem Cell Functional Identification Kit (R&D SYSTEMS). For osteocyte differentiation, MSCs were seeded at a density of 3 × 10^3^ cells at 96-well-plate and incubated in a 37 °C, 5% CO_2_ incubator. At 50–70% confluency, the media in each well was replaced with 200 μl of Osteogenic Differentiation Media to induce osteogenesis. The medium was changed every 3–4 days. After 21 days, the cells were fixed and stained with Alizarin Red. For adipocyte differentiation in vitro, the media in each well was replaced with 200 μl of MEM alpha Basal Media to induce adipogenesis. The medium was changed every 2–3 days. After 14 days, the cells were fixed and stained with Oil Red. For chondrocyte differentiation, MSCs are transferred at a density of 250,000 cells to a 15 ml conical tube. The transferred cells were centrifuged at 200 g for 5 min at room temperature and incubated at 37 °C and 5% CO_2_ in 0.5 ml of Chondrogenic Differentiation Media. The medium was changed every 3–4 days. After 17–21 days, a chondrogenic pellet was immersed in 70% ethanol, fixed at 4 °C for 1 week. Samples were stained with H&E and Alcian Blue by Applied Medical Research Co., Ltd. (Osaka, Japan).

### Q-PCR

Q-PCR was performed with CFX384 Touch real-time PCR analysis system (Bio-Rad) using TaqMan Fast Universal PCR master mixture (Thermo Fisher Scientific). The TaqMan^®^ Gene Expression Assay mixes used in this study are listed in Supplementary Table. β-actin was used as an internal control. Data were analysed by CFX Manager Software v2.1. All experiments were carried out in quadruplicate.

### Quantitative telomeric repeat amplification

Telomere length was measured with Absolute Human Telomere Length Quantification qPCR Assay Kit (ScienCell). In this assay, sorted cells were lysed, and the lysate was added to telomeric repeats onto a substrate oligonucleotide. The resultant extended product was subsequently amplified by PCR. Direct detection of PCR product was monitored on CFX384 Touch real-time PCR analysis system.

### OCR

BM-MSCs were analysed using an XF-24 Extracellular Flux Analyzer (Seahorse Bioscience). Briefly, BM-MSCs were seeded in XF-24 well culture plates (10,000 cells/well). At the specified time points, BM-MSCs were washed and analysed in XF Running Buffer (unbuffered DMEM medium with 10 mM glucose, 10% foetal calf serum, and 2 mM L-glutamine) according to the manufacturer’s instructions to obtain real-time measurements of the OCR. Analyses of the OCR in response to 0.25 μM oligomycin, 10 μM FCCP, and 1 μM rotenone plus 1 μM antimycin A were performed.

### Library preparation for RNA sequencing

mRNA was isolated from sorted tdTomato^+^ MSCs with NucleoSpin^®^ RNA XS (Takara Bio USA, Inc.) and cDNA was synthesized using SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit for Sequencing (Takara Bio USA, Inc.). The full-length cDNA was processed with the Nextera XT DNA Library Preparation Kits (Illumina). The amplified cDNA was validated using the Agilent 2100 Bioanalyzer and Agilent’s High Sensitivity DNA Kit (Agilent).

### Library preparation for single-cell RNA sequencing

After pre-run setup, the pump of the cells, then the beads, and finally the oil were started. After assessment of droplet quality and bead droplets, the beads were in the whiter layer on top. Through the breakage treatment, the white beads were gathered and washed with 5X RT buffer. cDNA strands were generated on the RNA hybridized to the bead primer with reverse transcription mix. After exonuclease I treatment by incubating at 37 °C for 45 min with rotation, PCR program was exceeded by 95 °C 3 min—4 cycles of 98 °C 20 s, 65 °C 45 s, 72 °C 3 min—9 cycles of 98 °C 20 s, 67 °C 20 s, 72 °C 3 min—72 °C 5 min; 4 °C hold. The purified cDNA by AMPure XP beads was measured by Bioanalyzer. Single-cell sequencing was performed with some modifications. The hydrophobic surface treatment of polydimethylsiloxane (PDMS) microfluidic devices was administered by incubating channels with 1% Trichloro (1H,1H,2H,2H-perfluorooctyl) silane (Sigma-Aldrich, 448931) in Fluorinert FC-40 (Sigma-Aldrich, F9755) for 5–10 min at RT. The sequencing library was prepared with pre-amplification using 4 + 12 PCR cycles (95 °C 3 min—4 cycles of: 98 °C 20 s; 65 °C 45 s; 72 °C 3 min—12 cycles of: 98 °C 20 s; 67 °C 20 s; 72 °C 3 min—72 °C 5 min; 4 °C hold). Pooled libraries were sequenced on the NextSeq 500 system using a 75-cycle kit (read 1, 20 cycles; index 1, eight cycles; read 2, 50 cycles).

### Micro CT and bone morphometry

Femurs and tibiae of 3-week-old mice were harvested and immersed in 70% ethanol and fixed at 4 °C for 1 week. Anatomical analysis and measurements of the femurs and tibiae using micro CT and bone morphology measurement by toluidine blue staining were performed by Isozo Co., Ltd. (Tokyo, Japan). Micro CT scanning was performed with a ScanXmate-D090S105 (Comscantechno). Three-dimensional microstructural image data were reconstructed and structural indices were calculated using a TRI/3D-BON software (Ratoc System Engineering). For the micro CT measurements, areas with the width of 1.0 mm from 100 μm away from the lowermost end of the epiphysis were set. For the analysis of osteoblasts, osteocytes and osteoclasts, the undecalcified tibiae were embedded in glycol methacrylate, sectioned and stained with toluidine blue and tartrate-resistant acid phosphatase (TRAP), respectively. The parameters for osteoblasts, osteocytes and osteoclasts in the secondary trabecular bone of tibiae were assessed in microscopic fields from two sections per mouse by moving the sections in equally sized steps along the x and y axes. Images were acquired by a light microscope (Axio Imager 2; Zeiss) and all histological analyses performed using a WinROOF 2013 software (Mitani).

### Intracellular labelling for flow cytometry

For intracellular staining, cells were first stained with cell surface markers prior to fixation and permeabilization. Cells were then fixed and permeabilized with Cytofix/Cytoperm ™ (BD Biosciences). ROS level was measured by CellROX™ Deep Red Reagent (Thermo Fisher Scientific). Intracellular mitochondria were measured by MitoTracker™ Deep Red (Thermo Fisher Scientific). For measuring Intracellular fat accumulation by BODIPY™ (Thermo Fisher Scientific), BM-MSCs were fixed with 4% paraformaldehyde (Wako Pure Chemical Industries) and permeabilized with saponin (0.2% saponin and 0.5% BSA in PBS) for 30 min at room temperature. BM-MSCs were incubated at room temperature with 50 μg/mL BODIPY™. Flow cytometry analysis was performed with a FACS Verse using FACSuite software (BD Biosciences).

### Immunocytofluorescence imaging

Cells were spread onto glass slides and fixed in methanol. After blocking with Protein Block (DAKO), samples were incubated at 4 °C overnight with anti-53BP1 (Novus Biologicals) as primary Abs After washed with PBS(−), samples were stained with AF647 Donkey anti-Rabbit antibody for 2 h. For nuclear staining, specimens were treated with DAPI (Molecular Probes). Fluorescence images were acquired using a ZEISS AXIO examiner D1 microscope (ZEISS) equipped with a LAZER spinning disc confocal head (CSU-W1, Yokogawa). The imaging data were analysed with Image-Pro software (Media Cybernetics).

### Immunohistofluorescence imaging

For in vivo staining of BM endothelial cells, anti-CD31 and -CD144 Alexa Fluor 647-conjugated Abs (Alexa Fluor 647) were intravenously injected. Mice were perfused with PBS(−) for 10 min after injection to remove unbound reagents and long bones were collected for immunofluorescence imaging. For preparations of frozen sections of long bones, femoral or tibial bones were perfusion-fixed and then post-fixed for overnight in 4% PFA, embedded in an optical cutting temperature (OCT) compound and freezed at −100 °C. The frozen tissues were shaved on a cryostat (LEICA CM3050 S) until the BM cavity was fully exposed. The tissues were carefully harvested from melting an OCT compound. The images were acquired using a ZEISS AXIO examiner D1 microscope (ZEISS) equipped with a LAZER spinning disc confocal head (CSU-W1, Yokogawa). The imaging data were analysed with Image-Pro software (Media Cybernetics).

### Long term reconstitution assay

Donor Ly5.1^+^ BM mono nuclear cells (MNCs) (2 × 10^6^ cells per mice) were transplanted into lethally irradiated (total 9.5 Gy) Ly5.2 mice using 2 × 10^6^ competitor Ly5.2^+^ BM MNCs. The percentages of donor-derived cells (Ly5.1^+^) in peripheral blood were analysed monthly by flow cytometry. 16 weeks after BM transplantation, chimerism of donor-derived B, T, and myeloid cells in peripheral blood was analysed.

### Collagenase release of bone lining cells from mice BM

After BM cells were flushed out with PBS(-), trabecular bone fragments were incubated in Collagenase type 1 (Worthington Biochemical, LS004196) solution (collagenase type 1: 37.5 mg, 20% DMEM: 15 ml, and 10 units/μL DNase: 37.5 μL per 2 mice) for total 90 min at 37 °C under continuous rotation. Bone fragments were washed with wash solution (PBS: 50 ml, FBS: 1 ml, 1 M HEPES: 10 μL). After haemolysis, cells released from the bones were sorted using a FACS AriaIII (BD Biosciences).

### RNA sequencing data analysis

For each sample, the library was sequenced on the NextSeq 500 system using 75-cycle kit. The reads were mapped against the mouse reference genome (mm10) by HISAT2 (version 2.0.4)^48^, and the expression levels of all genes were quantified by using featureCounts (version 1.6.3)^49^. The differential expression analysis was conducted by DESeq2 (version 1.22.2)^50^. Gene set enrichment analysis (GSEA) was performed by using clusterProfiler software (version 3.10.0) from the database of MsigDB (http://www.gsea-msigdb.org/). For metabolome analysis, GSEA tests the relative position of a collection of genes within an independent, ranked data set (Kyoto Encyclopedia of Genes and Genomes (KEGG)). The normalized enrichment score (NES) represents the number and differential expression intensity of the genes enriched in the corresponding cell subset.

### Single-cell RNA sequencing data analysis

Drop sequencing was performed as described previously^22^. The sequencing reads were aligned to the reference mouse genome (mm10) and an expression matrix of read counts for each gene and cell was prepared using the Drop-seq software available from McCarroll Lab^22^. We employed the Seurat V3 software^51^ for data integration and the core single-cell analysis. The resulting clusters were labelled based on the annotations given by SingleR^52^. Compositional analysis on the ratio data was performed by Dirichlet regression models. The trajectory with regard to B-cell differentiation was modelled by the Palantir algorithm^53^.

### Statistics and reproducibility

All data are represented as mean ± SEM, unless otherwise described. Comparisons between two samples were done using the unpaired or paired Student’s t-tests. Statistical analyses were performed with GraphPad Prism 8 (MDF).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplemental material

Description of Additional Supplementary Data

Supplementary Data 1

Reporting Summary

## Data Availability

Source data for the graphs and charts are available as Supplementary Data 1 and any remaining information can be obtained from the corresponding authors upon reasonable request. RNA sequence data are available at GEO under accession number GSE197720 and GSE197721.

# Supplementary material for: POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis
**Source:** Commun Biol. 2023 Sep 29;6:996. doi: 10.1038/s42003-023-05374-0
**Supplement:** Supplementary file 2 — Supplemental material

## **Supplementary Figures and Table**

Title: POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis

Kentaro Nakashima<sup>1,2</sup> Yuya Kunisaki<sup>1,3,4\*</sup>, Kentaro Hosokawa<sup>1</sup>, Kazuhito Gotoh<sup>5</sup>, Hisayuki Yao<sup>1</sup>, Ryosuke Yuta<sup>1</sup>, Yuichiro Semba<sup>3,4</sup>, Jumpei Nogami<sup>3,4</sup>, Yoshikane Kikushige<sup>3,4</sup>, Patrick S Stumpf<sup>6</sup>, Ben D MacArthur<sup>7,8,9</sup>, Dongchon Kang<sup>5</sup>, Koichi Akashi<sup>4</sup>, Shouichi Ohga<sup>2</sup>, Fumio Arai<sup>1\*</sup>

Corresponding to Yuya Kunisaki () and Fumio Arai ()

**Supplementary Figure 1**

**Supplementary Figure 2**

**Supplementary Figure 3**

**Supplementary Figure 4**

**Supplementary Figure 5**

**Supplementary Table 1**

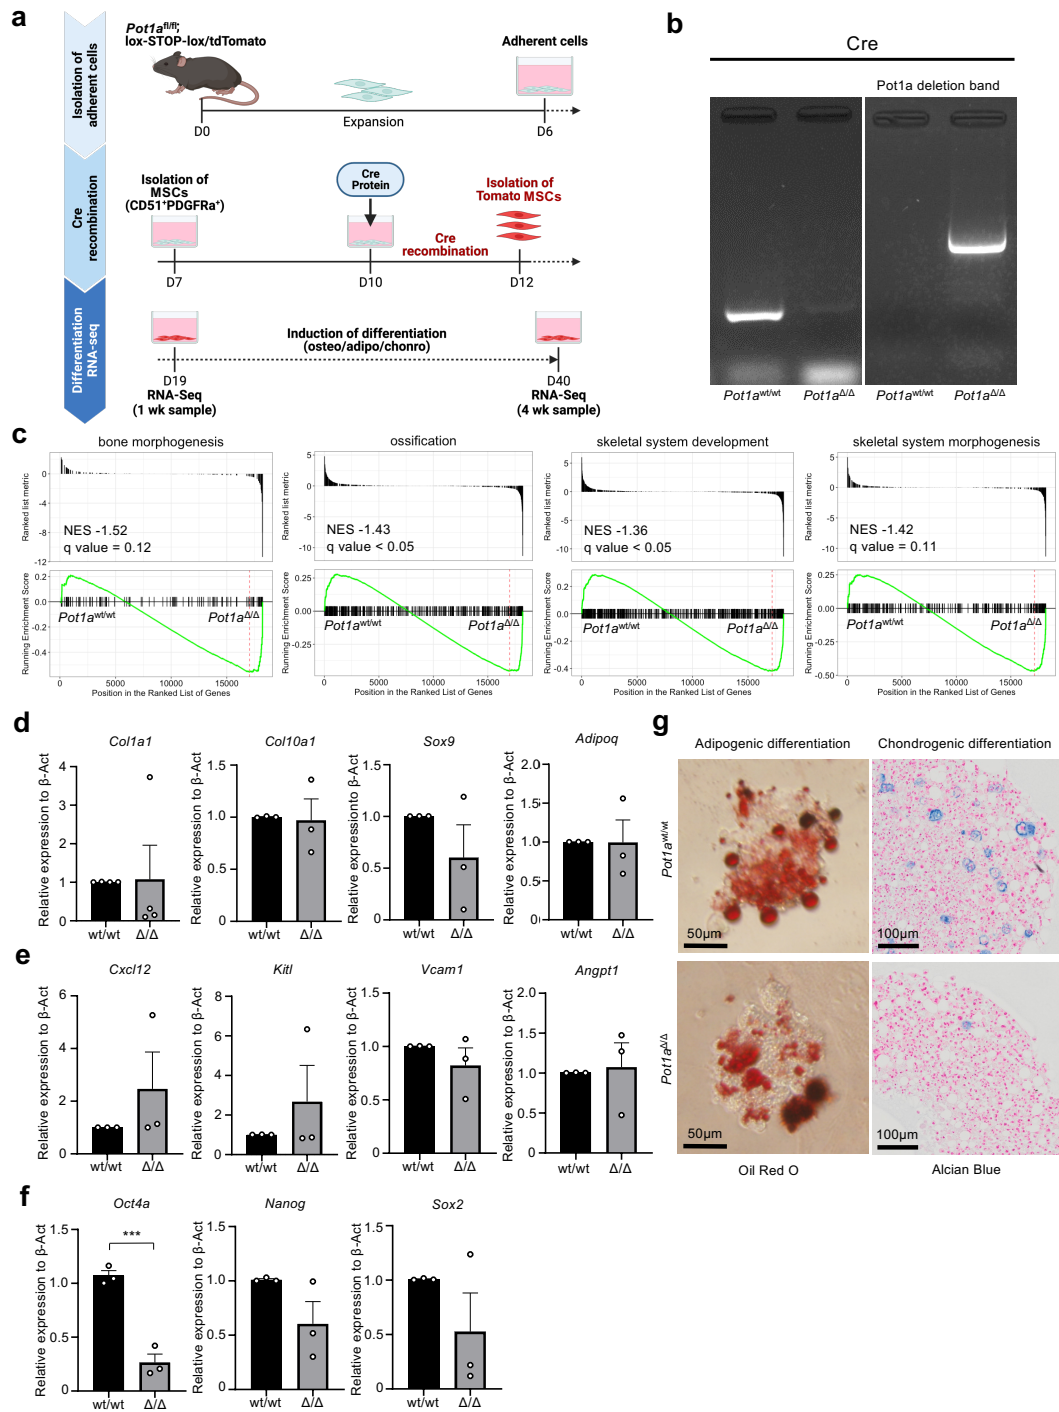

**Supplementary Figure 1 POT1a deletion in MSCs leads to impaired osteo-lineage differentiation.** **a**, *In vitro* assays with the bone marrow PDGFR $\alpha$ <sup>+</sup> CD51<sup>+</sup> MSCs isolated from Pot1a<sup>flox/flox</sup> / flox-stop-flox tdTomato mice. The deletion of POT1a is induced by administration of Cre recombinant vesicles *in vitro*. These images were created with BioRender.com. **b**, Pot1a flox band was deleted and Pot1a deletion band was detected in electrophoresis. **c**, Genes included in the terms “bone morphogenesis”, “ossification, skeletal system development” and “skeletal system morphogenesis” were downregulated in the POT1a deleted MSCs. **d-f**, qPCR analyses of the genes related to osteo-, adipo- and chondro- lineages (d), HSC maintenance (e), and MSC multipotency (f) in MSCs with POT1a deleted *in vitro* (n = 3 mice per group). Col1a1: Osteocyte markers, Col10a1 / Sox9: Chondrocyte markers, Adipoq: Adipocyte marker, Cxcl12 / Kitl / Vcam1 / Angpt1: HSC maintenance markers. **g**, Representative images of POT1a deleted MSCs cultured in adipo- and chondro- differentiation media, respectively. Data are represented as the mean  $\pm$  SEM, \*\*\*p < 0.001.

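Genes of cartilage and of skeletal patterning were read in the cultured libraries beside those of bone, again by labels that Pot1a itself did not follow. Of 18 measured cartilage genes at week 4, 7 fell, 3 rose and 8 did not pass the test in the libraries labelled Δ/Δ, with the same numbers when adjusted over the list alone. Col11a2, a collagen of cartilage, had a log2 fold change of -5.21 (standard error 0.77, adjusted p = 5.07e-04) and Ihh, a signal of growth plate chondrocytes, had -3.87 (standard error 0.33, adjusted p = 6.45e-06). Col10a1, the collagen of hypertrophic chondrocytes, rose, at 1.29 (standard error 0.16, adjusted p = 1.19e-04). The master regulator Sox9 had -0.02 (standard error 0.15, adjusted p = 0.955), and its partners Sox5 and Sox6 moved apart, at 1.73 (adjusted p = 0.00573) and -2.14 (adjusted p = 0.0166). The cartilage list had a median log2 fold change of -0.35 (adjusted p = 0.0178 from camera, and adjusted p = 0.246 with an estimated correlation), and its median was -0.081 without wt/wt replicate 2, -0.15 without replicate 1 labelled Δ/Δ and -0.55 without wt/wt replicate 1. Of 40 genes of skeletal patterning, 14 rose, 5 fell and 21 did not pass (18 higher and 7 lower when adjusted over the list alone). Pax9, a transcription factor of the vertebral column and teeth, had 4.29 (adjusted p = 1.60e-05), while Six2, a homeobox transcription factor, had -3.42 (adjusted p = 1.76e-06). The patterning list had a median log2 fold change of 0.52 (adjusted p = 0.0144 from camera, and adjusted p = 0.193 with an estimated correlation). Of 23 Hox genes, 3 rose and 5 fell (3 and 6 when adjusted over the list alone), with a median log2 fold change of -0.25 (adjusted p = 0.276 from camera, and adjusted p = 0.666 with an estimated correlation). Without replicate 2 or 3 labelled Δ/Δ, 3 and 1 Hox genes fell, and the median was -0.41 and -0.50. It was -0.45 without wt/wt replicate 3, which also ended the call of Sox6.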

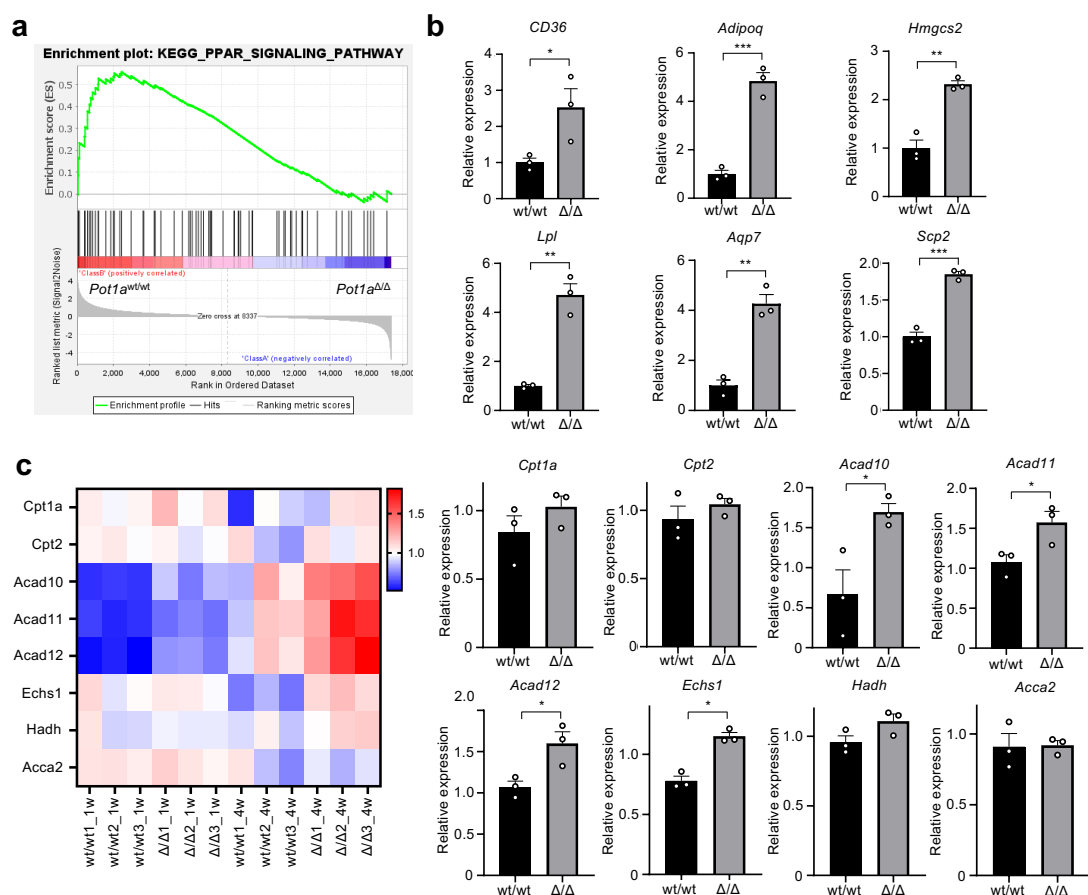

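At week 1, genes of PPAR signalling were measured in the same cultures, with the labels read as at week 4 although Pot1a was not lower. Pparg had 134 ± 3.2 CPM in the wt/wt libraries and 91.3 ± 3.04 CPM in those labelled Δ/Δ (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.0211). Lpl had -0.19 (standard error 0.16, adjusted p = 0.771), Cd36 0.66 (standard error 0.38, adjusted p = 0.571) and Adipoq 1.04 (standard error 0.33, adjusted p = 0.177), and none of the 3 was called. Of the list of 52 measured genes, 1 was lower and none was higher (1 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.03 (adjusted p = 0.708 from camera, and adjusted p = 0.798 with an estimated correlation) and a median of -0.015 to 0.11 without 1 library. The difference between the weeks was tested as an interaction of genotype and week. It was called for 9 genes of the list, with the effect higher at week 4 in each. For Pparg the interaction on the log2 scale was 1.56 (standard error 0.14, adjusted p = 4.59e-05), for Lpl 2.41 (standard error 0.23, adjusted p = 5.01e-05) and for Aqp7 2.41 (standard error 0.38, adjusted p = 0.00196). For Cd36 it was 0.63 (standard error 0.55, adjusted p = 0.659), so the effect on Cd36 is not shown to differ between the weeks. Over the list the interaction had a median log2 fold change of 0.18 (adjusted p = 0.0249 from camera, and adjusted p = 0.282 with an estimated correlation), with a median of 0.061 to 0.18 without 1 library, the lowest without wt/wt replicate 3 of week 1. The call of Pparg at week 1 was lost with the replicate number as a block and without any of 5 of its 6 libraries in turn.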

**Supplementary Figure 2 POT1a deficiency induces intracellular fatty acid accumulation in MSCs.** a, b, Genes associated with the term “PPAR signalling pathway” in the KEGG database were upregulated in POT1a deleted MSCs at 4 weeks. The enrichment plot (a) and expression of the genes included in the term “PPAR signalling pathway” (b). (c) Heatmap of expression of genes regulating  $\beta$ -oxidation of fatty acids in the KEGG database 1 and 4 weeks after deletion of POT1a. Data are represented as the mean  $\pm$  SEM, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

**Supplementary Figure 3 MSC-targeted POT1a deficient mice exhibit impaired skeletal development.** **a-b**, Micro CT analyses of femurs isolated from NG2-cre/*Pot1a*<sup>fl/fl</sup> mice. Comparisons of the measured parameters with controls: bone mineral content (BMC); bone volume (BV); bone mineral density (BMD); tissue volume (TV); trabecular separation (Tb.Sp) and trabecular spacing (Tb Spac) (n = 7 mice per group). **c**, Morphological analyses of the bone sections with toluidine blue staining. The measured parameters are: Eroded surface / Bone surface (ES/BS); Osteoclast surface / Bone surface (Oc.S/BS) and Osteoclast number / Bone surface (N.Oc/BS) (n = 7 mice per group). **d**, Representative FACS plots of the PDGFRα<sup>+</sup> CD51<sup>+</sup> MSC subpopulation in bone marrow from NG2-cre/*Pot1a*<sup>fl/fl</sup> mice. Data are expressed as the mean ± SEM, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

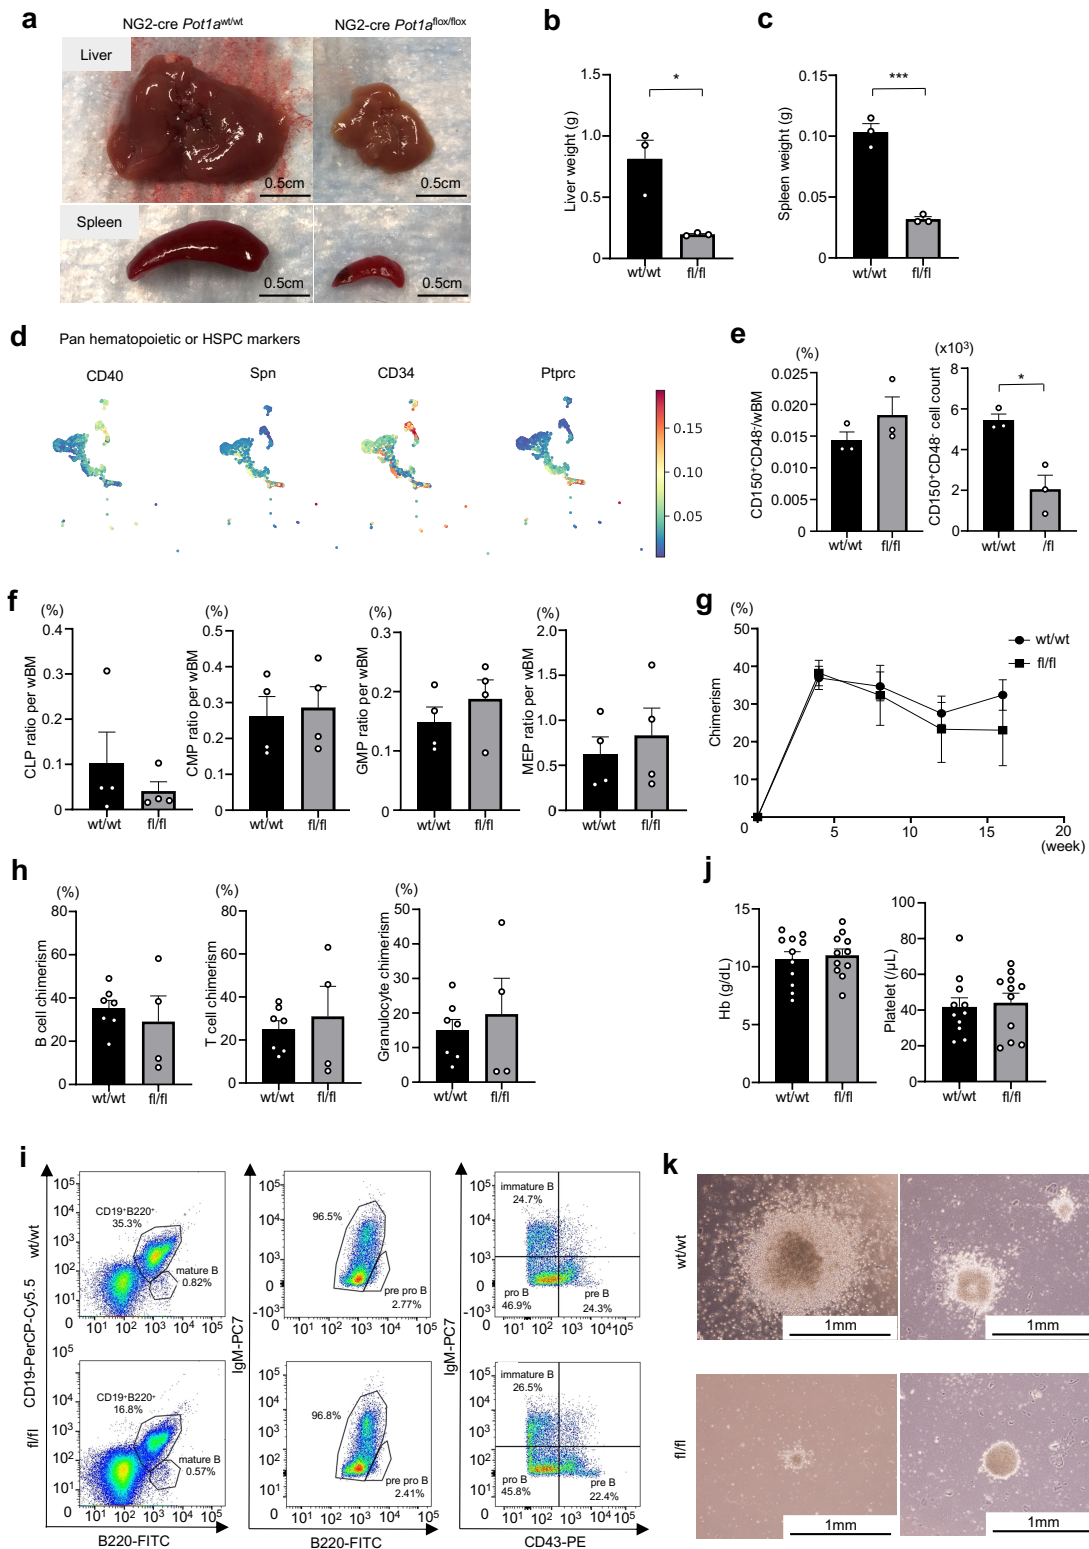

**Supplementary Figure 4 Bone marrow microenvironments composed of POT1a-deleted MSCs impair B-lymphopoiesis. a-c, Liver and spleen**

phenotypes of NG2-cre/Pot1a<sup>fl/fl</sup> mice compared to their littermates (n = 6 per mice group). **d**, Pseudotime analysis for expression heatmaps of genes related to HSPCs. **e**, Frequencies and counts of CD150<sup>+</sup>CD48<sup>-</sup> HSCs in whole bone marrow of NG2-cre/Pot1a<sup>fl/fl</sup> mice compared to their littermates (n = 4 per mice group). **f**, FACS analysis of the frequencies of more committed progenitors, such as CLP, CMP, GMP and MEP, in the NG2-cre/Pot1a<sup>fl/fl</sup> marrow (n = 4 per mice group). **g**, Competitive repopulation assays, in which the whole bone marrow cells from NG2-cre/Pot1a<sup>fl/fl</sup> or control mice were transplanted with competitor cells into lethally irradiated WT recipients. Chimerism of peripheral blood cells was analysed 1, 2, 3, and 4 months after transplant (n = 3 per mice group). **h**, Chimerism analysis of B cell, T cell and neutrophil populations 4 months after transplant. **i**, Representative FACS plots of B-cell committed progenitors (CD19<sup>+</sup>B220<sup>+</sup>, pre pro B, pre B, pro B, immature B, and mature B) in the NG2-cre/Pot1a<sup>fl/fl</sup> marrow. **j**, Measurements of haemoglobin and platelet counts (n = 11 mice per group). **k**, Representative images of CFU-PreB colonies formed from the NG2-cre/Pot1a<sup>fl/fl</sup> marrow cells. Black arrows indicate the colonies counted as CFU-PreB. Data are expressed as the mean  $\pm$  SEM, \*p < 0.05, \*\*\*p < 0.001.

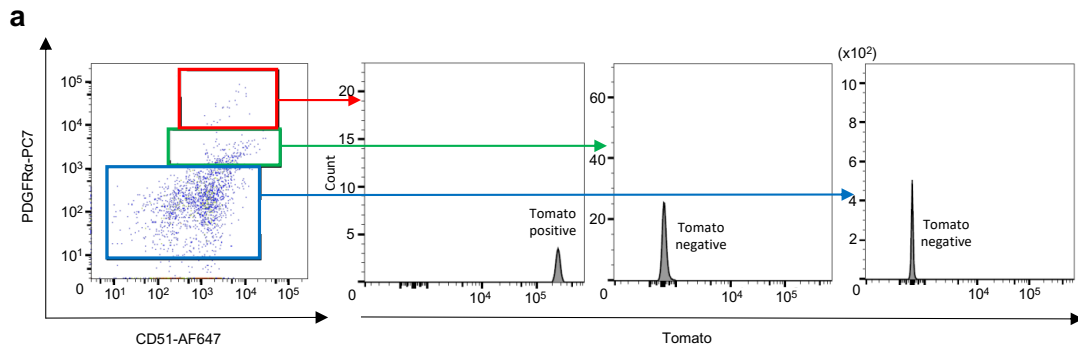

**Supplementary Figure 5 POT1a deficiency in MSCs has impacts on bone growth. a,** FACS analyses of bone marrow cells isolated from NG2-cre/loxp-tdTomato/Pot1a<sup>fl/fl</sup> mice. A dot plot and histograms show that tdTomato positive cells were exclusively found in the PDGFR $\alpha$ <sup>hi</sup> CD51<sup>+</sup> subpopulation (i.e., MSCs) within the CD45<sup>-</sup> TER119<sup>-</sup> CD31<sup>-</sup> stromal population.

**Supplementary Table 1 KEY RESOURCES TABLE**

| REAGENT or RESOURCE                           | SOURCE                   | IDENTIFIER                      |
|-----------------------------------------------|--------------------------|---------------------------------|
| <b>Antibodies</b>                             |                          |                                 |
| BV421 anti-CD140a antibody                    | BD Biosciences           | Cat# 562774, RRID:AB_2728781    |
| AF647 anti-CD51 antibody                      | BIO-RAD                  | Cat# MCA2461A647T               |
| APC/Cy7 anti-CD31 antibody                    | BioLegend                | Cat# 102439, RRID:AB_2832288    |
| FITC anti-CD45 antibody                       | BioLegend                | Cat# 103108, RRID:AB_312973     |
| PE anti-CD45.1 antibody                       | BD Biosciences           | Cat# 553776, RRID:AB_395044     |
| APC anti-CD45.2 antibody                      | BD Biosciences           | Cat# 558702, RRID:AB_1645215    |
| BV421 anti-CD45 antibody                      | BioLegend                | Cat# 10899570, RRID:AB_103133   |
| BV421 anti-CD31 antibody                      | BioLegend                | Cat# 2562186, RRID:AB_102423    |
| BV421 anti-Ter-119 antibody                   | BioLegend                | Cat# 10933426, RRID:AB_116233   |
| PE/Cy7 anti-Ter-119 antibody                  | BD Biosciences           | Cat# 557853, RRID:AB_396898     |
| PerCP-Cy5.5 anti-Ter-119 antibody             | BioLegend                | Cat# 116228, RRID:AB_893636     |
| BV421 anti-c-Kit antibody                     | BD Biosciences           | Cat# 562609, RRID:AB_11154585   |
| AF488 anti-Sca-1 antibody                     | BioLegend                | Cat# 122516, RRID:AB_756201     |
| PE/Cy7 anti-Sca-1 antibody                    | BioLegend                | Cat# 108114, RRID:AB_493596     |
| PE anti-CD3 antibody                          | BioLegend                | Cat# 100205, RRID:AB_312662     |
| AF647 anti-B220 antibody                      | BioLegend                | Cat# 103229, RRID:AB_492875     |
| PerCP-Cy5.5 anti-CD19 antibody                | BioLegend                | Cat# 152406, RRID:AB_2629815    |
| FITC anti-B220 antibody                       | WAKO                     | Cat# 1116025                    |
| PerCP-Cy5.5 anti-B220 antibody                | BioLegend                | Cat# 103236, RRID:AB_893354     |
| PerCP-Cy5.5 anti-Gr-1 antibody                | BD Biosciences           | Cat# 560602, RRID:AB_1727563    |
| PerCP-Cy5.5 anti-Mac-1 antibody               | BioLegend                | Cat# 101228, RRID:AB_893232     |
| PE-Cy7 anti-IgM antibody                      | BioLegend                | Cat# 406514, RRID:AB_10642031   |
| PE anti-CD43 antibody                         | BioLegend                | Cat# 121208, RRID:AB_493388     |
| APC/Cy7 anti-CD48 antibody                    | BioLegend                | Cat# 103432, RRID:AB_2561463    |
| PE anti-CD150 antibody                        | BioLegend                | Cat# 115903, RRID:AB_313682     |
| AF488 anti-CD150 antibody                     | BioLegend                | Cat# 115915, RRID:AB_528743     |
| APC anti-Flt3 antibody                        | BD Biosciences           | Cat# 560718, RRID:AB_1727425    |
| PE anti-IL7R $\alpha$ antibody                | Tonbo Biosciences        | Cat# 50-1271                    |
| PE/Cy7 anti-Fc $\gamma$ R antibody            | Tonbo Biosciences        | Cat# 60-0161                    |
| Biotin anti-CD34 antibody                     | Thermo Fisher Scientific | Cat# 13-0341-82, RRID:AB_466425 |
| APC streptavidin                              | BD Biosciences           | Cat# 554067, RRID:AB_10050396   |
| AF488 streptavidin                            | BioLegend                | Cat# 405235                     |
| Anti-53BP1 antibody                           | Novus Biologicals        | Cat# NB100-304                  |
| AF647 AffiniPure Donkey Anti-Rabbit IgG (H+L) | Jackson ImmunoResearch   | Cat# 711-605-152                |
| <b>Taq Man<sup>®</sup> Assay Probes</b>       |                          |                                 |
| Pot1a                                         | Thermo Fisher Scientific | Cat# 4331182, Mm00505816_m1     |
| Pot1a                                         | Thermo Fisher Scientific | Cat# 4351372, Mm01158926_m1     |
| Actb                                          | Thermo Fisher Scientific | Cat# 4448489, Mm00607939_s1     |
| Gapdh                                         | Thermo Fisher Scientific | Cat# 4448489, Mm99999915_g1     |
| Spp1                                          | Thermo Fisher Scientific | Cat# 4448892, Mm01204014_m1     |
| Col1a1                                        | Thermo Fisher Scientific | Cat# 4453320, Mm01302043_g1     |
| Col10a1                                       | Thermo Fisher Scientific | Cat# 4453320, Mm00487041_m1     |
| Alpl                                          | Thermo Fisher Scientific | Cat# 4453320, Mm00475834_m1     |
| Pparg                                         | Thermo Fisher Scientific | Cat# 4453320, Mm01184322_m1     |

|                                                                             |                          |                             |
|-----------------------------------------------------------------------------|--------------------------|-----------------------------|
| Cxcl12                                                                      | Thermo Fisher Scientific | Cat# 4453320, Mm00445552_m1 |
| Vcam1                                                                       | Thermo Fisher Scientific | Cat# 4453320, Mm01320970_m1 |
| kitl                                                                        | Thermo Fisher Scientific | Cat# 4453320, Mm00442972_m1 |
| Angpt1                                                                      | Thermo Fisher Scientific | Cat# 4453320, Mm00456503_m1 |
| Cxcl12                                                                      | Thermo Fisher Scientific | Cat# 4453320, Mm00445552_m1 |
| IL-7                                                                        | Thermo Fisher Scientific | Cat# 4453320, Mm01295803_m1 |
| IL-7                                                                        | Thermo Fisher Scientific | Cat# 4448892, Mm01295804_m1 |
| IL-7                                                                        | Thermo Fisher Scientific | Cat# 4448892, Mm01295805_m1 |
| IL-7                                                                        | Thermo Fisher Scientific | Cat# 4453320, Mm00434291_m1 |
| Chemicals, Peptides, and Recombinant Proteins                               |                          |                             |
| Cre Recombinase Gesicles                                                    | Takara                   | Cat# 631449                 |
| RPMI 1640                                                                   | SIGMA                    | Cat# R8758                  |
| MEM Alpha (1X)                                                              | Thermo Fisher Scientific | Cat# 12571-063              |
| Penicillin Streptomycin                                                     | Thermo Fisher Scientific | Cat# 15140122               |
| Collagenase Type 1                                                          | Worthington Biochemical  | Cat# LS004196               |
| Collagenase IV                                                              | Thermo Fisher Scientific | Cat# 17104019               |
| Dispase                                                                     | Thermo Fisher Scientific | Cat# 17105041               |
| MesenCult expansion kit                                                     | STEMCELL technologies    | Cat# ST_05513               |
| Mouse Mesenchymal Stem Cell Functional Identification Kit                   | R&D SYSTEMS              | Cat# SC010                  |
| Absolute Human Telomere Length Quantification qPCR Assay Kit                | ScienCell                | Cat# 8918                   |
| FCCP                                                                        | Merck (Sigma-Aldrich)    | Cat# C2920                  |
| rotenone                                                                    | Merck (Sigma-Aldrich)    | Cat# R8875                  |
| antimycin                                                                   | Merck (Sigma-Aldrich)    | Cat# A8674                  |
| oligomycin                                                                  | Merck (Sigma-Aldrich)    | Cat# O4876                  |
| etomoxir                                                                    | Merck (Sigma-Aldrich)    | Cat# E1905                  |
| saponin                                                                     | Merck (Sigma-Aldrich)    | Cat# SAE0073                |
| CellROX™ Deep Red Reagent                                                   | Thermo Fisher Scientific | Cat# C10422                 |
| MitoTracker Deep Red FM                                                     | Thermo Fisher Scientific | Cat# M22426                 |
| BODIPY 493/503                                                              | Thermo Fisher Scientific | Cat# D3922                  |
| Experimental Models: Organisms/Strains                                      |                          |                             |
| C57BL/6 mice (B6-Ly5.1)                                                     | Japan Clea               | N/A                         |
| C57BL/6 mice (B6-Ly5.2)                                                     | Sankyo Laboratory        | N/A                         |
| NG2-Cre mice (B6.FVB-Tg(Cspg4-cre)1Rkl/J)                                   | Jackson Laboratory       | N/A                         |
| tdTomato-flox mice (B6.Cg-Gt(ROSA)26Sor <sup>tm9(CAG-tdTomato)Hze/J</sup> ) | Jackson Laboratory       | N/A                         |
| Pot1a-flox mice (B6;129-Pot1a <sup>tm1.1Tdl/J</sup> )                       | Jackson Laboratory       | N/A                         |
| Software and Algorithms                                                     |                          |                             |
| BD FACSDiva Software v8.0                                                   | BD                       | N/A                         |
| FlowJo software                                                             | BD                       | N/A                         |
| GraphPad Prism8                                                             | MDF                      | N/A                         |
| Others                                                                      |                          |                             |
| CD45 MicroBeads                                                             | Miltenyi Biotec          | Cat# 130-052-301            |
| Ter-119 MicroBeads                                                          | Miltenyi Biotec          | Cat# 130-049-901            |

# Supplementary material for: POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis
**Source:** Commun Biol. 2023 Sep 29;6:996. doi: 10.1038/s42003-023-05374-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The exact source data for all the graphs and charts in the figure 1-5.

# Supplementary material for: POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis
**Source:** Commun Biol. 2023 Sep 29;6:996. doi: 10.1038/s42003-023-05374-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FACS data were analyzed with FlowJo software (BD Biosciences).

Data analysis Statistical analyses were performed with GraphPad Prism 8 (version 8.3.0) (MDF). Q-PCR data were analyzed by CFX Manager Software v2.1. Three-dimensional microstructural image data of micro CT were reconstructed and structural indices were calculated using a TRI/3D-BON software (Ratoc System Engineering). Bone images were acquired by a light microscope (Axio Imager 2; Zeiss) and all histological analyses performed using a WinROOF 2013 software (Mitani).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequence data are available at GEO under accession number GSE197720 and GSE197721.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to pre-determine sample size. Sample sizes were chosen according to commonly used standards in the field. The number of independent experiments are indicated in the legend of each Figure. |
| Data exclusions | No data were excluded from experiments presented in this manuscript.                                                                                                                                                       |
| Replication     | All experiments obtained results that were reproduced typically on a minimum of three independently obtained samples.                                                                                                      |
| Randomization   | Cells used for imaging were selected randomly and analyzed equally with no sub-sampling and thus, there was no requirement for randomization.                                                                              |
| Blinding        | For all experiments, either the differences between samples were obvious making blinding impossible or blinding was not applicable due to the nature of the experiment.                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following monoclonal antibodies (Abs) were used for flow cytometry and cell sorting: anti-c-Kit (2B8, BD Biosciences), -Sca-1 (E13-161.7 / D7, BioLegend), -CD140a (APA5, BD Biosciences), -CD51 (RMV-7, BIO-RAD), -CD4 (RM4-5, BioLegend), -CD8a (53-6.7, BioLegend), -B220 (RA3-6B2, BioLegend / WAKO), -CD31 (390, BioLegend), -TER-119 (TER-119, BioLegend / BD Biosciences), -Gr-1 (RB6-8C5, BD Biosciences), -Mac-1 (M1/70, BioLegend), -CD48 (HM48-1, BD Biosciences), -CD150 (TC15-12F12.2, BioLegend), -CD19 (6D5, BioLegend), -IgM (MHM-88, BioLegend), -CD43 (S11, BioLegend), -CD45.1 (A20, BD Biosciences), -CD45.2 (104, BD Biosciences), -CD45 (30-F11, BioLegend), -Flt3 (A2F10.1, BD Biosciences), -IL7Rα (A7R34, TONBO biosciences), -FcγR (2.4G2, TONBO biosciences), -53BP1 (Novus Biologicals). A biotinylated CD34 (RAM34, Thermo Fisher Scientific) and a fluorochrome labeled streptavidin (BD Biosciences / BioLegend) was used. |
| Validation      | Antibodies were all validated by commercial source. No home-made or previously unpublished antibodies were used in these studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                            |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6 (B6-Ly5.2) were purchased from CLEA Japan, Inc.. Congenic C57BL/6 mice for the Ly5 locus (B6-Ly5.1) were purchased from Sankyo lab. POT1af1/fl (B6;129-Pot1atm1.1Td/J), NG2-cre (B6.FVB-Tg(Cspg4-cre)1Rkl/J) and flox-stop-flox tdTomato (B6.Cg-Gt(Rosa)26Sortm9(CAG-tdTomato)Hze/J) mice were provided by the Jackson laboratory. |
| Wild animals       | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                   |

|                         |                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | This study did not involve samples collected from the field.                                                                                             |
| Ethics oversight        | All experiments were carried out in accordance with ARRIVE Guideline and the Guidelines for Animal and Recombinant DNA experiments at Kyushu University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Samples were obtained and treated as described in methods section.                                                                                                                                                                                                                                                                                                                                                  |
| Instrument                | Stained cells were analyzed and sorted using a FACS ArialIII (BD Biosciences). Data were analyzed with FlowJo software (BD Biosciences).                                                                                                                                                                                                                                                                            |
| Software                  | Flow cytometry analysis was performed with a FACS Verse using FACSuite software (BD Biosciences).                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | Pure population of cells were analyzed and sorted by FACS.                                                                                                                                                                                                                                                                                                                                                          |
| Gating strategy           | Cells were gated using Forward Scatter Area (FSC-A) vs Side Scatter Area (SSC-A) to remove debris. Cell populations were gated on live cells and defined as: MSCs: CD45-CD31-Ter119-PDGFRA+CD51+, pre pro B: CD19+B220+IgM-, pre B: CD19+B220-CD43+IgM-, pro B: CD19+B220-CD43-IgM-, immature B: CD19+B220-CD43-IgM+, mature B: CD19-B220+. The other gating strategies are indicated in the legend of each Figure. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

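RNA was sequenced in 18 libraries, with 3 libraries per group. Of these, 12 were of BM MSCs cultured for 1 or 4 weeks after Cre (wt/wt and Δ/Δ by label). The other 6 were of tdTomato+ cells sorted from the BM of mice aged 2 weeks. They are called wt/fl and fl/fl and were grouped by the sample titles and the paper. The count tables as deposited hold the number of reads per gene symbol, made by the authors with HISAT2 2.0.4 and featureCounts 1.6.3 on the mouse genome before deposit, and the values are whole numbers with no normalization. Conditions were taken from the sample labels and the paper, and no library was left out. Replicates of a group differed by more than counting error, with a chi-squared of 10.3 to 359.69 per degree of freedom over 18 pairs of replicates, so the tests use the spread between libraries and not counting error.

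Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with a minimum count of 10, scaled by TMM and tested with the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 12 cultured libraries were fitted together with a coefficient for each of 4 groups, and the contrasts were genotype at each week, time in each genotype and their interaction. The 6 libraries of sorted cells were fitted on their own. Standard errors were derived from the F statistic, CPM values are TMM-scaled, and principal components used log2 CPM with a prior count of 2 over the 500 most variable genes. Depth is given per group beside each experiment, and no depth is stated in the paper's text. A group at 0 was given a floor of 3 counts over the group, which covers counting error only. On simulated changes, the fit of cultured libraries at week 4 recovered 87 of 100 genes changed by 2-fold and all of those changed by 4-fold, with 6 calls among the unchanged genes, and the fit of sorted cells made 7 such calls.

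In all, 44 gene lists of pathways, complexes and cell type markers were fixed before the data were examined, and those taken from figures of the study are named as such. Lists with at least 2 tested genes were compared with all other genes by camera (limma 3.58.1) with a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation, with fry and with fgsea 1.28.0. Positions come from the GRCm38.p6 annotation, the assembly the authors name as mm10, in which 23204 symbols matched by name and 1096 by synonym, and 121 did not match. Named genes were chosen by a rule fixed beforehand: genes the paper names, the 8 largest and 8 smallest fold changes per comparison among genes past the test with a mean log2 CPM of at least 3 and no overlap between groups, up to 4 genes per list past the test or 2 where none passed, every member of lists of 20 genes or fewer, and the sex-linked genes. The text uses part of these. Ifi202b and the other genes of chromosome 1 were named after their values were seen.

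Libraries with the same number were compared by the correlation of their deviations from the group means. It was 0.152, 0.220 and 0.209 between week 1 and week 4 in wt/wt. Each was over 0.1 and the best match of its library, so the numbers may pair the wt/wt libraries over time. These correlations are low, and with 3 libraries such a match can arise by chance, so the pairing is not established. The numbers do not pair the Δ/Δ libraries over time (-0.238, -0.0579 and 0.177). Nor do they pair the genotypes at week 4 (0.636, 0.226 and -0.0835) or week 1 (0.0517, -0.0617 and -0.0794). The best matches at week 4 were of wt/wt replicates 1, 2 and 3 with Δ/Δ replicates 1, 3 and 2 (0.636, 0.392 and 0.486). A batch shared by the genotypes at week 4 stays open, and the block by replicate number does not follow that order. The replicate 1 libraries of week 4 also stood apart together in Xist, at 10.7 CPM (wt/wt) and 11.1 CPM (Δ/Δ) against 20.6 to 28.2 CPM in the others of that week.

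Alternatives were other scaling (RLE, library size only), no filter or at least 10 counts in every library, DESeq2 1.42.0, a replicate block, a replicate block within each genotype over time, fits of only the libraries compared, other thresholds, and leaving out each library in turn. A sex covariate, which leaves 1 control library to compare with, estimated correlations over all lists, leaving out the libraries rich in megakaryocyte markers and thinning the counts at random to the lowest depth (12807832 in culture, 28918757 in sorted cells) were added after the data were seen. The GSEA of the paper was not repeated, since its collections of gene sets were not at hand, and the single-cell data of the study were not analysed.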

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

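Of the tests in this part, those of a strain difference on chromosome 1, of a wrong genotype label, of macrophages in the cultures, of genotype with time in culture and of a lower share of stromal cells, the sex covariate and the estimated correlations over lists were chosen only after the results were seen, and directions follow the labels, which Pot1a RNA did not.

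The effect of genotype differed between week 1 and week 4 for 942 genes by the interaction test. Among lists, the interaction had a median of 0.18 for PPAR signalling, -0.41 for bone formation, -0.15 for ribosome biogenesis and 2.79 for the interferon response on the log2 scale, with adjusted p = 0.0249, 1.06e-10, 0.0128 and 9.44e-39 from camera. With an estimated correlation the adjusted p of these lists was 0.282, 0.0551, 0.657 and 0.207. Among genes the paper names, the interaction was -1.44 for Alpl, -1.87 for Col1a1, 1.56 for Pparg, 1.12 for Col10a1, 1.48 for Vcam1, 2.41 for Lpl and 2.41 for Aqp7. For genes of lipid handling it was 0.87 for Scp2, 0.76 for Nr1h3, 2.09 for Fabp7, 0.77 for Acadm, 0.56 for Acadl, 0.55 for Angptl4 and 0.59 for Echs1. The calls of Col1a1, Nr1h3, Acadm, Acadl, Angptl4 and Echs1 were lost under some alternatives, Col1a1 without any of 9 single libraries.

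Y-linked genes summed to 171 CPM in wt/fl replicate 1 and 191 CPM in wt/fl replicate 3, and to 0 in the other libraries of sorted cells. Other lists were flagged at week 4 with the label Δ/Δ, though none was called with an estimated correlation. The paper gives some adipocyte and HSC niche genes by qPCR and has pyrimidine metabolism and the one-carbon pool among the lowered pathways of Fig. 2a, while the lists here hold genes beyond those it names. Adipocyte genes had a median log2 fold change of 0.26, genes of nucleotide and one-carbon metabolism -0.20, HSC niche genes 0.76 and genes of cholesterol synthesis -0.50, with adjusted p = 0.224, 0.23, 0.193 and 0.0831 with an estimated correlation. The adipocyte median was 0.39 to 0.51 without wt/wt replicate 2 or 3 or replicate 1 labelled Δ/Δ, and the nucleotide median was -0.086 without wt/wt replicate 1. In the sorted cells, with the label fl/fl, mitochondrial import genes had a median of -0.38, cytosolic ribosomal proteins -0.43, p53 targets 0.23 and endothelial genes 0.43, with adjusted p = 0.321, 0.741, 0.23 and 0.321 with an estimated correlation. Without 1 library the median of ribosomal proteins was -0.21 (without wt/fl replicate 2), -0.28 (without replicate 1 labelled fl/fl) and -0.68 (without wt/fl replicate 3), that of p53 targets 0.38 (without wt/fl replicate 1) and that of endothelial genes 0.27 (without replicate 3 labelled fl/fl). With the sex covariate the median was -0.75 for ribosomal proteins, -0.40 for mitochondrial import and 0.50 for endothelial genes. That fit leaves 1 control library to compare with.

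Genes that moved the same way at both weeks were concentrated on chromosome 1, with 13 of 66 (19.7%) there against 5.61% of the other 13073 tested genes, 7 of them lower and 6 higher, from 43730602 to 176836133. Ifi202b, an interferon-inducible gene of that chromosome, had 204 to 1221 counts in each of 6 wt/wt libraries and 0 in each of 6 libraries labelled Δ/Δ, which is at least 808-fold lower at week 4 and at least 703-fold lower at week 1 against a floor of 3 counts over the group. The tables argue against a wrong genotype label of a single library, or an exchange of libraries between the genotypes within a week, since 0 of the 12 libraries lay nearer to the other genotype of their week than to their own group on the first 2 principal components, which use no labels. An exchange of whole groups would leave this value as it is and stays open. Alpl and Spp1, lower in deleted cells by the paper's qPCR, were lower with the label Δ/Δ at week 4 (-0.98 and -0.72, the call of Spp1 being lost under 4 alternatives), and at week 1 they had 0.46 (adjusted p = 0.0939) and -0.52 (adjusted p = 0.327). Reads assigned to paralogs cannot be told apart: the summed CPM of 6 related genes at week 1 was 45.7 ± 4.23 (SD, n = 3) with the label Δ/Δ and 98.2 ± 26.1 in wt/wt, a difference of -52.5 where Ifi202b lost 31.2, but these genes are induced by interferon and the interferon list fell there too (median -1.15). A strain difference on chromosome 1 stays open as a candidate explanation (Fisher's exact test, two-sided p = 7.25e-05, or 0.00145 after adjustment over chromosomes), since the paper lists the floxed line as a mix of B6 and 129, while the labels give C57BL/6. No variant was read, and an effect of the deletion on these genes was not excluded. The libraries labelled Δ/Δ came from Pot1a fl/fl mice and the others from Pot1a w/w mice, so a difference of strain would follow the labels. The other calls between genotypes at week 1 and week 4 may hold such differences too.

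Of 62 genes of the interferon response, 4 were lower and none was higher at week 1, and 42 were higher and none was lower at week 4 with the label Δ/Δ, and the list had adjusted p = 0.243 and 0.379 with an estimated correlation. The week 4 count was 23 without wt/wt replicate 2 or without replicate 1 labelled Δ/Δ, 24 without wt/wt replicate 3 and 28 without replicate 3 labelled Δ/Δ. The week 1 count was 0 without replicate 3 labelled Δ/Δ, 1 without its replicate 1 or 2, 2 without wt/wt replicate 3, 7 without wt/wt replicate 2, 11 with only the 6 libraries compared and 26 with DESeq2. Its interaction median was 2.79, with mean log2 CPM per group of 3.96 ± 0.77 (wt/wt) and 2.60 ± 0.02 (Δ/Δ) at week 1, and 2.88 ± 0.06 and 4.53 ± 0.80 at week 4 (SD, n = 3 each). The tables argue against a single library as the source, since the interaction median was 2.17 at its lowest, without wt/wt replicate 3 of week 1. Leaving out that same library brought the week 1 median of the interferon list from -1.15 to -0.60. Macrophages in the cultures cannot be told apart by the macrophage list, whose interaction median was -0.088. Its 20 genes had low counts, with a summed CPM of 13.0 to 29.0 per library. Its week 4 median went from 0.26 to -0.16 without wt/wt replicate 3 of that week. Genotype with time in culture (2.79) cannot be told apart from a day or plate shared by the 3 libraries of a group, since the labels name neither. The groups with the higher level were also those whose libraries varied most.

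Of 72 nuclear genes of the respiratory chain, 71 had a negative log2 fold change in the sorted cells with the label fl/fl (median -0.62), none passed the edgeR test over all genes, 51 were lower when adjusted over the list alone, and the list had adjusted p = 0.321 with an estimated correlation. The sex of the mice cannot be told apart: the median was -0.65 with the presence of Y-linked transcripts as a covariate, but that value rests on wt/fl replicate 2, the 1 control without these transcripts and a library rich in megakaryocyte markers, which is taken to vary like the others. Gene length and expression level stay open for part of it, since 10000 lists matched on both had a median of -0.40 (95% of them from -0.47 to -0.33), although the list lay below them all. A lower share of stromal cells cannot be told apart either. The medians of the marker lists of other cell types point both ways, and several change sign when a single library is left out. The endothelial list had 0.43 and the T and NK cell list 0.36. The macrophage list had -0.018, the neutrophil list -0.035 and the erythroid list -0.047. The B cell list had -0.33 and the megakaryocyte list -0.84. Without wt/fl replicate 2 the median was 0.17 for B cells, 4.70 for megakaryocytes, 0.41 for macrophages and 0.28 for neutrophils. Without wt/fl replicate 1 the erythroid median was 0.32. The endothelial median stayed positive, with its lowest value of 0.27 without replicate 3 labelled fl/fl. A biological effect of the genotype stays among the open explanations.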

How the results depend on the processing

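The sex covariate, estimated correlations over all lists, leaving out the libraries rich in megakaryocyte markers and thinning the counts were chosen after the data were seen, and the other alternatives before. The cause of each change below was not tested, except where fewer genes, fewer libraries or another threshold make it plain. With DESeq2, the week 1 count of 134 became 453 (283 higher) and the count of 0 in sorted cells became 417 (126 higher, 291 lower). That count of 0 from edgeR, with 1792 genes at an unadjusted p under 0.05, was 2 with the megakaryocyte-marker libraries left out and 0 to 4 without 1 library, the 4 without wt/fl replicate 2. Fitting only the 6 libraries compared gave 1267 genes at week 4 (1252 of them among the 2062) and 237 at week 1, and at least 10 counts in every library gave 85 at week 1. An absolute log2 fold change of at least 1 gave 1023 at week 4, 83 at week 1, 1804 for time in wt/wt and 1830 for time in Δ/Δ. An adjusted p under 0.01 gave 1228, 40, 2844 and 2901 for these and 508 for the interaction, and under 0.1 gave 331 at week 1. Without 1 library the counts ran from 1551 to 2339 at week 4, 49 to 181 at week 1 (49 without replicate 3 labelled Δ/Δ), 3614 to 4428 and 3353 to 4294 for time, and 647 to 1248 for the interaction.

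The log2 fold change of Pot1a at week 4 stayed at or above 0.34 (0.34 to 0.45 without 1 library, past the test in 2 of 6), and it was not past the test with no filter (0.39, adjusted p = 0.0673), with the replicate block (0.39, adjusted p = 0.0551) or with only the 6 libraries (0.37, adjusted p = 0.164). At week 1 it ran from -0.084 to 0.046 and turned upward without wt/wt replicate 3 (0.020) or replicate 1 labelled Δ/Δ (0.046). In sorted cells it ran from -0.28 to 0.014 without 1 library, turning without replicate 2 labelled fl/fl (0.014). It was -0.29 with the megakaryocyte-marker libraries left out. With the correlation estimated, the list calls at week 4 were lost for PPAR signalling (adjusted p = 0.217, and 0.0596 with fgsea), bone formation (0.0831), ribosome biogenesis (0.193) and the interferon response (0.379), and the calls over all lists fell from 85 to 9. At the preset correlation and without 1 library, the adjusted p of these lists ran, in the same order, from 0.00595 to 0.0234, 1.37e-10 to 6.21e-07, 2.31e-11 to 9.59e-08 and 3.28e-26 to 2.38e-09. In sorted cells the bone formation list ran from 0.0408 (without wt/fl replicate 1) to 0.804 and turned upward with the megakaryocyte-marker libraries left out (0.862). The Hox list ran from 0.0243 (without replicate 3 labelled fl/fl) to 0.343 and was called with at least 10 counts in every library (0.0310), and skeletal patterning ran from 0.0356 (without wt/fl replicate 1) to 0.960. The first component held 48.9% over all tested genes and 60.1% after a variance stabilizing transformation. Across genes, which are not independent replicates, the Spearman rho of fold changes between week 4 and the sorted cells was 0.147 and ran from -0.00146 (without wt/wt replicate 1 of week 4) to 0.219. Genes past the test within 20 Mb of Pot1a were 22.2% against 15.6% elsewhere at week 4 (Fisher's exact p = 0.0423), 23.9% within 10 Mb (p = 0.0695), 23.4% within 50 Mb (against 15.5%, p = 7.38e-04) and 25.2% by DESeq2 (against 17.7%, p = 0.0307). At week 1 they were 2.96% against 1.00% (Fisher's exact p = 0.0493), 4.23% within 10 Mb (p = 0.0359), 2.19% within 50 Mb (p = 0.0617) and 7.41% by DESeq2 (against 3.40%, p = 0.0268), and 6.03% by DESeq2 in sorted cells (p = 0.198).

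With the replicate number as a block, 1909 genes were called at week 4 (1844 of them among the 2062), 109 at week 1, 886 for the interaction and 0 in sorted cells. A block within each genotype gave 4445 for time in wt/wt, whose numbers may pair the libraries, 4726 in Δ/Δ and 832 for the interaction. Of 81 genes named at week 4 and past the test, 62 kept the call under every alternative run, as did 8 of 13 at week 1, 14 of 20 for the interaction and each of those named for time. None of these changed direction while called. Other scaling moved the median log2 fold change of all genes to at most 0.07, by library size only in sorted cells. With the counts thinned to the lowest depth, 1772 genes were called at week 4 (1684 of them among the 2062), 90 at week 1, 4034 and 4097 for time, 773 for the interaction and 0 in sorted cells, and the list calls above did not change, while the calls of 5 genes named at week 4 were lost, that of Acot1 (1.11, adjusted p = 0.0845) under this alternative alone. A greater depth was not tested. In sorted cells 12 of 100 simulated changes of 2-fold were found.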

Differences from the paper's values

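The megakaryocyte alternative, the sex covariate, the thinned counts and the estimated correlations over all lists were chosen after the data were seen. The other alternatives were chosen before the data were examined. The paper states a reduction of Pot1a mRNA of about 90% in cultured Δ/Δ cells, by qPCR. The RNA-sequencing counts gave a reduction of 1.06% at week 1 and -30.8% (a higher level) at week 4, and none of the alternatives reached the paper's value. The counts cover every exon of Pot1a, and the paper does not name the exons between the loxP sites and gives its qPCR assays by catalogue number, without the exons they read, so the part of the gene that the qPCR measures was not compared with the counts. The paper's source data for the qPCR of Fig. 1f give a reduction of 78.0% over n = 4, with single values of 0.109 to 0.399 of the control. In sorted cells the paper's reduction by qPCR is about 65% in Fig. 5e, read by eye, and the counts gave 11.3%, with none of the alternatives reaching it, including those chosen later.

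In sorted cells the heat map of the paper holds about 48 genes higher and about 58 lower in Fig. 5f, read by eye, for which the paper's text states no threshold. The edgeR test called 0 and 0, with 1792 genes at an unadjusted p under 0.05. DESeq2, the tool the paper names, called 126 and 291, which differs too, and none of the alternatives reached the paper's counts.

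For Pparg at week 1 the log2 fold change in the paper's table for Fig. 2b is -0.51 and the counts gave -0.56. This difference is smaller than the standard error of the counts' value. The counts gave -0.54 without wt/wt replicate 3, -0.54 without replicate 1 labelled Δ/Δ and -0.51 when thinned. The thinned counts were chosen after the values were seen and drop 2 of the 15 genes of Fig. 2b called at week 4. All 19 genes of Fig. 2b had the sign of the paper's table at both weeks, with a largest difference of 0.33 at week 4 and 0.17 at week 1.

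The paper states from GSEA that pathways of bone differentiation were down-regulated in sorted cells (Fig. 5f). That GSEA was not repeated. The lists set beside it were tested by camera and may hold other genes, so the values are not a like-for-like comparison. The bone formation list had a median of -0.07 (adjusted p = 0.457 from camera, and 0.79 with an estimated correlation), was called downward without wt/fl replicate 1 (adjusted p = 0.0408), and had a median above 0 without wt/fl replicate 2 (0.055) and with the libraries rich in megakaryocyte markers left out (0.11). Its median was -0.24 with the sex covariate, a fit that leaves 1 control library to compare with. The Hox list had -0.28 (adjusted p = 0.128, and 0.741 with an estimated correlation), had a median of -0.084 without wt/fl replicate 1, and was called with at least 10 counts in every library (adjusted p = 0.0310), without wt/fl replicate 3 (0.0275) and without replicate 3 labelled fl/fl (0.0243). The paper states that Pparγ did not change significantly by qPCR in cultured cells, where the counts of Pparg gave 1.00 (standard error 0.10, adjusted p = 2.70e-05) on the log2 scale at week 4. For Alpl and Spp1 (Opn), lower by the paper's qPCR, the counts at week 4 gave -0.98 and -0.72, and for Sox9, unchanged there, -0.02.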

Other observations

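The estimated correlations over all lists were chosen after the data were seen, and the tests of other splits before, except the complete set that keeps the week 4 groups, and directions follow the labels, which Pot1a RNA did not. Genes that support haematopoietic cells were higher on balance at week 4 in cultured libraries labelled Δ/Δ. Of 25 measured HSC niche genes, 13 rose, 3 fell and 9 did not pass (15 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 0.76 (adjusted p = 2.69e-07 from camera, and adjusted p = 0.193 with an estimated correlation). Vcam1, an adhesion molecule of the niche, had a log2 fold change of 1.66 (standard error 0.16, adjusted p = 1.35e-05), Cxcl12, the chemokine that retains HSCs, had 0.96 (standard error 0.15, adjusted p = 8.59e-04), and Kitl, the ligand of c-Kit, had 1.10 (standard error 0.20, adjusted p = 0.00246). Angpt1 had 0.70 (standard error 0.22, adjusted p = 0.0544) and was not called. The paper's qPCR genes of the niche, a list the study chose, gave 3 of 4 higher (4 when adjusted over the list alone), with adjusted p = 0.193 with an estimated correlation. Of 14 genes that support B cells, 7 rose and 2 fell, with the same numbers when adjusted over the list alone and a median log2 fold change of 0.73 (adjusted p = 0.021 from camera, and adjusted p = 0.265 with an estimated correlation), whose median was 0.46 without wt/wt replicate 3. Il7, the cytokine that B-cell progenitors need, had 0.70 (standard error 0.19, adjusted p = 0.0237), a call lost under some alternatives. In sorted cells none of these genes passed the test: Vcam1 had 0.83 (adjusted p = 0.384), Cxcl12 -0.03 (adjusted p = 0.99), Kitl 0.11 (adjusted p = 0.931), Angpt1 0.29 (adjusted p = 0.778) and Il7 0.23 (adjusted p = 0.755). There the HSC niche list had a median of -0.03 (adjusted p = 0.231) and the B-cell support list 0.21 (adjusted p = 0.247). Without 1 library the median of the HSC niche list ran from -0.12 (without wt/fl replicate 2) to 0.36 (without wt/fl replicate 1), and was 0.20 without wt/fl replicate 3, and that of B-cell support ran from 0.065 (without replicate 1 labelled fl/fl) to 0.32 (without wt/fl replicate 1).

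At week 4 with the label Δ/Δ, of 82 genes of ribosome biogenesis, 34 fell, none rose and 48 did not pass the test (42 lower when adjusted over the list alone, and 22 without replicate 2 or without replicate 3 labelled Δ/Δ), with a median log2 fold change of -0.35 (adjusted p = 1.80e-10 from camera, and adjusted p = 0.193 with an estimated correlation). Nop56, a scaffold protein of the nucleolus, had -0.88 (adjusted p = 0.015) and Dkc1, which encodes dyskerin of the telomerase and snoRNA complexes, had -0.85 (adjusted p = 8.83e-04). Of 25 genes of cholesterol synthesis, 14 fell and none rose (18 lower when adjusted over the list alone, and 9 and 8 without replicate 1 or 3 labelled Δ/Δ), with a median log2 fold change of -0.50 (adjusted p = 2.56e-06 from camera, and adjusted p = 0.0831 with an estimated correlation). Of 52 genes of nucleotide and one-carbon metabolism, 12 fell, none rose and 40 did not pass (16 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.20 (adjusted p = 6.05e-04 from camera, and adjusted p = 0.23 with an estimated correlation), and with Mthfd2, an enzyme of mitochondrial folate metabolism, at -1.03 (adjusted p = 6.87e-04) and Shmt1 at -0.99 (adjusted p = 0.00237). The call of Nop56 was lost under some alternatives. Of 46 proliferation genes, 35 had a positive log2 fold change, 1 rose and 1 fell, with a median log2 fold change of 0.16 (adjusted p = 0.276 from camera, and adjusted p = 0.791 with an estimated correlation), and 0 to 10 rose and the median was 0.064 to 0.27 without 1 library. Of 62 interferon response genes, 42 were higher at week 4 and none was lower (50 higher when adjusted over the list alone, and 23 to 50 without 1 library, the 23 without wt/wt replicate 2 or replicate 1 labelled Δ/Δ), with Ifit1 at 4.02 (adjusted p = 0.0070) and Oasl2 at 4.09 (adjusted p = 0.0051), and the list had adjusted p = 0.379 with an estimated correlation. At week 1, 4 of that list were lower (40 when adjusted over the list alone, 26 with DESeq2, and 0 to 7 without 1 library, the 0 without replicate 3 labelled Δ/Δ), with Bst2 at -2.59 (adjusted p = 0.0426) and Slfn5 at -1.69 (adjusted p = 0.0213), calls lost under some alternatives. Of 29 immediate early and stress genes, which cell isolation induces, 28 also had a negative log2 fold change at week 1, 2 passed the test (16 lower when adjusted over the list alone, and 14 passed without wt/wt replicate 1 and none without any of the other libraries), with a median log2 fold change of -0.54 (adjusted p = 7.35e-15 from camera, and adjusted p = 0.243 with an estimated correlation). The p53 target list had a median of 0.12 at week 4 (adjusted p = 0.346) and telomere factors had -0.13 (adjusted p = 0.276), with -0.032 to -0.049 without wt/wt replicate 1 or replicate 1 or 2 labelled Δ/Δ.

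Time in culture moved more genes than genotype did. From week 1 to week 4, 2357 genes rose and 2126 fell in wt/wt, and 2482 and 2141 in Δ/Δ, of which 1399 rose and 1331 fell in both. Of 46 proliferation genes, 45 fell in each genotype (all 46 when adjusted over the list alone), with adjusted p = 0.0172 in wt/wt and 0.0294 in Δ/Δ with an estimated correlation. Mki67, a marker of cycling cells, had log2 fold changes of -2.52 (standard error 0.27, adjusted p = 1.78e-05) and -2.44 (standard error 0.27, adjusted p = 2.46e-05). Of 46 p53 targets, 24 rose and 3 fell in each genotype, with Fas, a death receptor, at 1.61 and 1.47 and Perp at 1.47 and 1.46, and adjusted p = 0.0172 and 0.022 with an estimated correlation. Bone formation genes rose with time in wt/wt, where 34 of 62 rose and 3 fell (adjusted p = 0.0172 with an estimated correlation), and in Δ/Δ 24 rose and 11 fell (adjusted p = 0.388 with an estimated correlation). In wt/wt, Ibsp rose by 4.47 and Dmp1 by 4.23 on the log2 scale. Of 134 genes past the test at week 1, 89 were also past it at week 4, 53 higher at both, 13 lower at both and 23 in opposite directions, where independent calls would give 9.10 and 2.26 of the first kinds. The replicate numbers may pair the wt/wt libraries over time, so the calls of the weeks may not be independent.

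Other splits of the same libraries were run for each model across genes. For 3 libraries against 3 there are 10 splits, which are too few for a share under 0.05. The real count and the highest of the other splits were 2062 and 0 at week 4, 134 and 0 at week 1, 4483 and 0 for time in wt/wt, 4623 and 0 for time in Δ/Δ (1 split each with a count as large, the real one), and 0 and 1 in sorted cells (10 of 10 splits). For lists, the real p and the smallest other p were 0.00323 and 5.91e-04 for PPAR signalling (2 of 10 splits as small), 3.50e-09 and 1.73e-06 for bone formation (1 of 10), 1.38e-11 and 1.48e-10 for ribosome biogenesis (1 of 10) and 1.30e-13 and 3.01e-63 for the interferon response (4 of 10) at week 4. In sorted cells they were 0.316 and 0.00140 for bone formation (6 of 10), 0.0499 and 0.0109 for Hox (2 of 10) and 0.301 and 2.48e-04 for skeletal patterning (6 of 10). For the interaction, 100 splits were drawn and 2 gave a count as large as the real 942. Of these, 88 broke up the week 4 groups and with them the effect at week 4, and gave 0 to 2 genes, so they do not test the interaction. All 20 splits of week 1 that keep the week 4 groups gave 474 to 1377 genes (median 730.5) and are too few for a share under 0.05. The highest, with 1377, exchanged the genotypes at week 1.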
